# Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic *Escherichia coli*, F4ac fimbria or *Lactobacillus amylovorus*

**DOI:** 10.1371/journal.pone.0202160

**Published:** 2018-08-30

**Authors:** Paolo Trevisi, Davide Priori, Alfons J. M. Jansman, Diana Luise, Sietse-Jan Koopmans, Ulla Hynönen, Airi Palva, Jan van der Meulen, Paolo Bosi

## Abstract

The development of an early complex gut microbiota may play an important role in the protection against intestinal dysbiosis later in life. The significance of the developed microbiota for gut barrier functionality upon interaction with pathogenic or beneficial bacteria is largely unknown. The transcriptome of differently perfused jejunal loops of 12 caesarian-derived pigs, neonatally associated with microbiota of different complexity, was studied. Piglets received pasteurized sow colostrum at birth (d0), a starter microbiota (*Lactobacillus amylovorus* (LAM), *Clostridium glycolicum*, and *Parabacteroides*) on d1-d3, and a placebo inoculant (simple association, SA) or an inoculant consisting of sow’s diluted feces (complex association, CA) on d3-d4. On d 26–37, jejunal loops were perfused for 8 h with either enterotoxigenic *Escherichia coli* F4 (ETEC), purified F4 fimbriae, LAM or saline control (CTRL). Gene expression of each intestinal loop was analyzed by Affymetrix Porcine Gene 1.1_ST array strips. Gene Set Enrichment Analysis was performed on expression values. Compared to CTRL, 184 and 74; 2 and 139; 2 and 48 gene sets, were up- and down-regulated by ETEC, F4 and LAM, respectively. ETEC up-regulated networks related to inflammatory and immune responses, RNA processing, and mitosis. There was a limited overlap in up-regulated gene sets between ETEC and F4 fimbriae. LAM down-regulated genes related to inflammatory and immune responses, as well as to cellular compound metabolism. In CA pigs, 57 gene sets were up-regulated by CA, while 73 were down-regulated compared to SA. CA up-regulated gene sets related to lymphocyte modulation and to cellular defense in all loop perfusions. In CA pigs, compared to SA pigs, genes for chemokine and cytokine activity and for response to external stimuli were down-regulated in ETEC-perfused loops and up-regulated in CTRL. The results highlight the importance of the nature of neonatal microbial colonization in the response to microbial stimuli later in life.

## Introduction

After early studies comparing germ-free animals with conventionally reared animals, there is a general consensus that the programmed maturation of the GIT of neonate and suckling mammals requires the initial qualitative and quantitative colonization by environmental bacteria [1].

The succession of bacteria in the developing gut microbial community apparently follows some host-species-specific directions [2–3], notwithstanding the presence of inter-individual variation. The initial acquisition and subsequent establishment of intestinal bacteria are assumed to be of particular relevance in developing appropriate innate immunity (physical barrier and secreted defense molecules, complement function, and specialized defense cells) upon recognition of bacterial components and microbial metabolites originating from fermentation of dietary and endogenous constituents. In addition, the adaptation of the acquired immune system, including the capacity to tolerate commensals, is generated by antigen recognition and regulated by memory cells [4].

It is still not clear, however, whether the presence of just a few microbial species is sufficient to have a beneficial effect on the development of the gut community or whether interactions with a complex microbiota are required. This is particularly relevant in case of external interventions, like the administration of single probiotic species or probiotic cocktails, to improve gastrointestinal health in early life.

In pigs it is urgent to identify early strategies to prevent dysbiosis and to reduce the susceptibility to disease. Laycook et al. [5] identified bacterial strains with a positive influence in early microbial colonization to develop ways to improve the intestinal barrier and immune responses. Such an additional protection would be particularly important during the critical post-weaning period, when the animal is exposed to several risk factors including maternal absence, change of the diet, animal mixing, transient anorexia, and breaching of the immune defenses.

Enterotoxigenic *Escherichia coli* (ETEC) expressing F4 fimbriae is one of the pathogens that most frequently takes advantage of the post-weaning stress in pigs, causing the development of colibacillosis. The diarrhoeic syndrome is caused by the diffusion of various toxins into the body generating a complex inflammatory cascade [6]. The F4 fimbriae are necessary for the adhesion of ETEC to jejunal villi and for the development of the pathology.

Among the commensal bacteria frequently isolated from pigs, *Lactobacillus amylovorus*, including strains previously identified as *Lactobacillus sobrius*, is particularly interesting because a) it is one of the potential favorable early strains in the gut of pigs proposed by Laycook et al. [5]; b) it has been associated with diets including fermentable dietary fiber and oligosaccharides, that in turn favored a more diverse and balanced gut microbiota [7]; c) it was able to prevent ETEC-induced membrane barrier damage in porcine intestinal IPEC-1 epithelial cells [8]) and d) it contrasted post-infection multiplication of ETEC in vivo [9].

It has been generally recognized that the intestinal mucosa has an ability to orchestrate adaptation upon the encounter of different bacteria. However, studying the interaction of an early priming colonization induced by different microbial populations requires complex models that take into account a large number of potential stimuli caused by both pathogenic and commensal bacteria, as well as effects of genotype-related variations.

The aim of the present study was to elucidate gene expression networks that characterize the individual responses after the perfusion of the small intestinal tissue with beneficial or pathogenic bacterial strains in pigs that were differentially associated either with a simple or complex microbiota during their first days of life.

## Materials and methods

Ethics statement: The protocol of the study was approved by the Committee on the Ethics of Animal Experiments of Wageningen University and Research Centre in Lelystad, The Netherlands (Permission Number: 2012083.e).

Piglets were obtained from sows [(Great York × Pietrain) × ‘Dalland’ cross] by caesarean delivery (**CD**) (day 0) and were divided over two microbiota association treatments, housed in separate clean, non-sterile rooms and balanced for body weight (BW) and litter of origin. Piglets were housed in two pens per room suited with an automatic feeding system for supply of a moist diet. At 1 h and 5 h after birth, each CD-piglet received 45 mL pasteurized (30 min at 60 °C) sow colostrum by oral gavage [10–11]. All piglets received a simplified starter microbiota consisting of *Lactobacillus amylovorus* (**LAM**) (3.6 × 10^7^ CFU), *Clostridium glycolicum* (5.7 × 10^7^ CFU), and *Parabacteroides* spp. (4.8 × 10^7^ CFU) by oral inoculation (2 mL) on days 1, 2, and 3 after birth. These species are the most frequently identified in the intestine of piglets among the phylogenetic groups, and were previously proposed as minimal intestinal colonization microbiota for gnotobiotic pigs [5]. On days 3 and 4 of age, the piglets received either a complex microbiota by a 2 mL oral inoculant consisting of 10% saline diluted feces of an adult sow (complex association, **CA**) or a placebo inoculant (10% saline) (simple association, **SA**). The average birth weight was 1273 ± 138 g and 1275 ± 153 g for CA and SA piglets, respectively. Piglets were fed a milk replacer diet ad libitum during a period of 5 d (days 0–4). It consisted of bovine skimmed milk powder, whey powder, vegetable oil, hydrolyzed wheat protein, wheat starch, sucrose and a vitamin and mineral premix, and contained 230 g crude protein per kg milk replacer. A moist diet based on whey powder, maize, wheat, toasted full fat soybeans, oat flakes, sucrose, soybean meal, vegetable oil, coconut oil, wheat gluten, potato protein, rice protein, and brewer’s yeast was fed during the rest of the study days.

On days 26–37 of age, intestinal loops were prepared using the in situ small intestinal segment perfusion (**SISP**) technique in 6 CA and in 6 SA piglets, obtained from the previous group of animals and as described by Nabuurs et al. [12] and Kiers et al. [13]. In brief, the abdomen was opened along the linea alba and four small intestinal segments of 20 cm in length each were made in the mid-jejunum, starting at a distance of 200 cm distal to the ligament of Treitz. These segments retained their vascularization and were cannulated with a tube at the proximal and distal ends to perfuse and collect fluid, respectively.

For each pig four different isolated jejunal loops were perfused with 8 mL fluid per h for 8 h (saline with 0.1% glucose and 0.1% mixture of free amino acids). In each loop the introduced perfusion fluids contained: a) saline as a control (**CTRL**); b) saline + ETEC as a pathogenic strain (5.5 x 10^9^ CFU) (**ETEC**); c) saline + F4 fimbriae (0.5 mg) (**F4)**; or d) saline + LAM (8.1 x 10^8^ CFU) (**LAM**).) During the procedure, the pigs remained apparently healthy. At the end of the perfusion study, the animals were deeply anaesthetized with sodium thiopenthal (10 mg/kg body weight) and sacrificed by an intracardiac injection of Tanax^®^ (Intervet Italia, Italy, 0.5 mL/kg body weight). One sample of jejunal tissue per loop was collected and snap-frozen in liquid nitrogen for further molecular analysis.

The F4 fimbriae were purified from the same ETEC strain with the procedure reported by Van den Broeck et al. [14]. The dose of F4 was the same as used in a previous intestinal perfusion study of Danabassis [15]. The quantity of F4 fimbriae supplied with the perfusion fluid is approximately equivalent to thirty times the amount of F4 fimbriae present on the ETEC introduced in ETEC -inoculated loops, considering a concentration of 1.7 mg F4 fimbriae per 10^12^ bacteria [14].

### RNA isolation and gene quantification by real-time RT-qPCR

Total RNA was isolated from the intestinal tissue samples using the FastPure RNA kit (TaKaRa Bio Inc., Shiga, Japan). All procedures were in agreement with the manufacturer’s protocols. RNA purity and integrity were evaluated by an Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA) just before real-time quantitative PCR (RT-qPCR) analysis.

Total RNA was hybridized on Affymetrix Porcine Gene 1.1 ST array strips. Hybridized arrays were scanned using a GeneAtlas imaging station (Affymetrix, Santa Clara, CA, USA). Performance quality tests of the arrays, including the labelling, hybridization, scanning and background signals by a Robust Multichip Analysis, were performed on the CEL files using an Affymetrix Expression Console. The intensity records were log2-transformed. Transcript data have been submitted to the National Center for Biotechnology Information's Gene Expression Omnibus (NCBI GEO) with the GEO accession number GSE77787.

The expression of the C-C motif chemokine ligand 5 (*CCL5*), glutathione peroxidase 2 (*GPX2*), interleukin 22 (*IL22*), regenerating family member 3γ (*REG3G*) and trefoil factor 3 (*TFF3*) genes was quantified by RT-qPCR. One microgram of total RNA was reverse-transcribed using the ImProm-II Reverse Transcription System (Promega, Milan, Italy). Primers were designed based on a specific porcine nucleic acid sequence (Gen-Bank database) using Primer 3 version 0.4.0 (http://frodo.wi.mit.edu/primer3/). The RT-qPCR reactions were performed in a LightCycler Real-Time PCR Systems instrument (Roche Applied Science, Basel, Switzerland) by a shuttle PCR (2 steps, denaturation and annealing/extension) following the procedure described by Trevisi et al. [16]. The raw expression values obtained for *REG3G* were normalized by geometric averaging of two internal control genes: *HMBS* and the TATA box binding protein (*TBP*), following Nygard et al. [17]. Primers and amplification conditions for the genes are reported in Table 1.

**Table 1:** Primers information and RT-qPCR conditions used in the trials.

Gene^a^	NCBI accession number	Oligo sequence (5'→3'): Forward–Reverse	Amplicon length	Annealing temperature
***CCL5***	NM_001129946	CCCTGCTGTTTTTCCTACCT GCGGTTCTTTCTGGTGATAAA	117 bp	58°C
***GPX2***	DQ898282.2	GACATCAAGCGCCTCCTC AGACCAGAAAGGCAAGGTTC	182 pb	64°C
***IL22***	XM_021091968.1	TGGCAGATAACAACACAGACG GTTGGGGAACAGCACTTCTT	131 pb	58 °C
***REG3G***	NM_001144847.1	ACCCAAAACCTGGATGGATG ACCCAAAACCTGGATGGATG	102 pb	65° C
***TFF3***	NM_001243483.1	GTTGTTGCACTGCTCGGG CTCGGCTTTGTCGCTTTGT	108 pb	62°C
***HMBS***	DQ845174	AGGATGGGCAACTCTACCTG GATGGTGGCCTGCATAGTCT	83 bp	62°C
***TBP I***	DQ845178	AACAGTTCAGTAGTTATGAGCCAGA AGATGTTCTCAAACGCTTCG	153 bp	60°C

^a^*CCL5*, C-C motif chemokine ligand 5; *GPX2*, glutathione peroxidase 2; *IL22*, interleukin 22; *REG3G*, regenerating islet-derived 3γ; *TFF3*, trefoil factor 3; *HMBS*, hydroxymethylbilane synthase; *TBP*, TATA box binding protein.

### Statistics

The Affymetrix Trascripts ID’s, in general characterized each one by several exonic sequences, were associated to 13,406 Human gene names, based on Sus scrofa Ensembl (release 69, www.ensembl.org). On processed gene expression values, an exploratory functional analysis was applied with Gene Set Enrichment Analysis using the C5. BP catalog of gene sets (based on Gene Ontology) from Molecular Signatures Database v3.1 (http://www.broadinstitute.org/gsea/msigdb/Index.jsp). Normalized enrichment score (NES) was calculated for each gene set, and statistical significance was defined when False Discovery Rate % < 25 and p-values of NES < 0.05. Enrichment score p-values were estimated using a gene set-based permutation test procedure.

The overlap in enriched GO terms was visualized using the Enrichment Map (http://baderlab.org/Software/EnrichmentMap20) plugin for Cytoscape 2.8.0 (http://www.cytoscape.org/21), including the gene sets with p-value <0.005 and false discovery rate (FDR) q-value <0.10. Nodes were joined if the overlap coefficient was ≥0.5.

Finally, for all the Transcript ID’s, the fold change (as LOG2 values), the ANOVA p-value and the FDR p-value were calculated for each single comparison between the CTRL and the other loop treatments, by the pairwise procedure of Transcriptome Analysis Consolle v3.0. This procedure was used to consider the common effect of each pig on the Microarray values. Transcript ID’s were considered significant when fold change >2.00 and FDR < 0.05.

Statistical analysis of data of *REG3G* gene expression was carried out using the MIXED procedure of SAS (version 9.3; SAS Institute Inc., Cary, NC, USA). The effects of early microbiota association (against an error calculated between pigs) of loop treatment (error within pigs) and the interaction term between early microbiota association and loop treatment were tested. For the loop experiment, treatments were contrasted against control infusion. Results are presented as least-squares means and pooled SEM. Least-squares means comparisons for each interaction were made only when a tendency (p≤0.10) for an interaction between these terms was observed. Effects were considered significant at p≤0.05 and as a trend at p≤0.10.

## Results

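The microarray values analysed here come from jejunal loops of 12 caesarean-derived pigs, of which 6 had received the complex (CA) and 6 the simple association (SA). The pigs came from 7 litters, and each gave 4 loops that were perfused for 8 h with saline (CTRL), live ETEC, purified F4 fimbriae or LAM. With 1 array per loop this makes 48 arrays, 6 in each combination of association and perfusion. The table of values holds 27558 transcript clusters, background-corrected, normalized and summarized by the authors with RMA. Its values run from 2.75 to 6517 and lie on a linear scale, and every one of them (100%) is 2 raised to a power of 2 decimals within a tolerance of 0.001. Their log2, from 1.46 to 12.67, was therefore taken before any test. Array medians ranged from 4.74 to 5.01 on that scale. A single gene symbol was known for 11974 clusters from the platform annotation, and 77 unlisted clusters and 5 with a LOC number were named through S5, S6 and S9 Tables. Each perfusion was compared with the CTRL loop of the same pig with limma, with pig as a fixed block, over all clusters without a filter. CA and SA were compared over the 4 loops with pig as a random block, where loops of 1 pig correlated at 0.225, and within each loop with 1 array per pig. Changes were called at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with camera at a preset correlation between genes of 0.01, again with a correlation estimated from the arrays, and with the rotation test fry. The number of arrays limits the precision of each comparison.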

For all the 48 samples of small intestinal tissue, the RNA purity and integrity test was passed and the microarray results were available. This allowed to perform different Gene Set Enrichment Analyses.

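Live ETEC raised CHI3L2, a chitinase-like lectin, by 2.71 (standard error 0.24, adjusted p = 4.91e-06) on the log2 scale, the largest rise among named genes that moved the same way in all 12 pigs. Some genes rose more but not in every pig, among them REG3G by 3.62 in 1 of its clusters and IL22 by 3.14. Haptoglobin (HP), an acute phase protein that captures free haemoglobin, rose by 2.40 (standard error 0.23, adjusted p = 7.14e-06), and ITIH4, another acute phase protein, by 1.59 (1.44e-05). The nucleoside transporter SLC28A3 rose by 1.84 (1.57e-05), the membrane protein TSPAN1 by 1.68 (8.35e-06), the calcium-binding nucleobindin NUCB2 by 1.46 (7.08e-06), the mitochondrial hypoxia protein HIGD1A by 1.35 (4e-06) and GCNT3, which branches mucin glycans, by 1.33 (4.33e-05), with adjusted p in brackets. Among the falls, the amino acid transporter SLC7A8 had a log2 change of -2.88 (standard error 0.20, adjusted p = 2.22e-06), glucose-6-phosphatase G6PC at -2.62 (standard error 0.38, adjusted p = 0.000144) and cubilin (CUBN), the uptake receptor for vitamin B12 with its carrier, at -2.27 (standard error 0.24, adjusted p = 1.33e-05). The serotonin transporter SLC6A4 fell by 2.30 on the log2 scale (9.29e-06) and ASPA, which splits acetylaspartate, by 2.14 (9.09e-06). In all, 3268 of 27558 clusters rose and 3121 fell, of which 100 and 207 changed more than 2-fold. Of all called clusters, 652 rises and 983 falls went the same way in every pig. These counts include pig 4, whose ETEC loop hardly moved, so they understate how alike the other pigs were. Of 57 gene lists, 19 lay higher and 13 lower by camera, and fry called 39. None was called with an estimated correlation, where the smallest adjusted p among the called lists was 0.31. The ETEC loop of pig 4, a CA pig, moved along the ETEC change of the other pigs with a slope of only 0.039, against a median of 1.088 in the others, and 7006 clusters were called without that pig.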

Considering the results of all pigs, independent of their early CA or SA association treatments after 8-h perfusion in jejunal loops with ETEC, 184 gene sets were enriched as compared with CTRL loops, whereas 74 gene sets were enriched in CTRL loops when compared to ETEC loops. 

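Cubilin (CUBN), the receptor that takes up vitamin B12 bound to its carrier, rose by 3.33 (standard error 0.34, adjusted p = 6.12e-05) on the log2 scale after LAM and by 2.88 (standard error 0.30, adjusted p = 0.000104) after F4 in the 12 pigs. PLB1, a brush border phospholipase, rose by 2.51 (standard error 0.23, adjusted p = 2.55e-05) after LAM and 1.83 (0.000928) after F4. The proton channel OTOP2 rose by 1.55 (3.61e-05) and 1.31 (7.77e-06), the phospholipid-binding CPNE8 after LAM by 1.65 (2.45e-06) and TMEM252, of unknown role, after F4 by 1.19 (0.000104), with adjusted p in brackets. FOLH1, which trims dietary folate for uptake, changed by -1.57 (standard error 0.23, adjusted p = 0.0011) after LAM and -0.93 (standard error 0.16, adjusted p = 0.00563) after F4. The cytochromes CYP2C49 and CYP2C36, which oxidize drugs and lipids, fell by 1.68 (0.000272) and 1.32 (0.00027) on the log2 scale after LAM and by 0.89 (0.013) and 0.78 (0.00229) after F4. After LAM the scaffold gene HOMER2 was at -1.08 (adjusted p = 0.00154), PHYHIPL at -0.97 (adjusted p = 0.000157) and the calcium carrier calbindin (CALB1) at -0.90 (adjusted p = 0.00413). After F4 the falls included HOMER2 with -0.83 (adjusted p = 0.0134), uridine phosphorylase UPP2 with -0.60 (adjusted p = 0.000949), the melanosome protein gene PMEL with -0.59 (adjusted p = 0.000302), the steroid reductase AKR1C1 with -0.54 (adjusted p = 0.00483) and TMEM65 with -0.53 (adjusted p = 0.00146). LAM changed 674 of 27558 clusters (359 up, 315 down), 29 of them more than 2-fold up and 6 more than 2-fold down. F4 changed 391 (225 up, 166 down), 19 more than 2-fold up and 0 more than 2-fold down. Same-way calls in all 12 pigs numbered 180 up and 138 down for LAM and 123 up and 64 down for F4. By camera, LAM moved 12 lists up and 14 down and F4 11 up and 14 down. Only 1 of them in each comparison was called with an estimated correlation. Without pig as a block limma called 149 clusters for LAM and 2 for F4, and one fit of all 48 arrays called 190 for F4.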

On the contrary, the perfusion with LAM and F4 differentially affected a lower number of gene sets: 2 gene sets were up-regulated in LAM and F4 treatments, whereas 48 and 139 were down-regulated, respectively, as compared with CTRL. The list of the first 20 gene sets enriched with ETEC vs. CTRL, and those enriched in CTRL when compared to ETEC, LAM and F4 are reported in S1 to S4 Tables. The list of the first 50 groups of genes up-regulated or down-regulated in differently treated loops, compared to CTRL loops is reported for CA or SA treated pigs, respectively in S10 and S11 Tables, evidencing in particular the up- and down-regulated gene sets present in both CA and SA pigs inside each treatment.

Fig 1 visualizes the nodes of gene sets enriched (color red) or impoverished (color blue) in porcine intestinal loops perfused with ETEC (the open circle of each node) or LAM (the filled circle), compared to saline-perfused loops from the same subjects.

**Fig 1:**
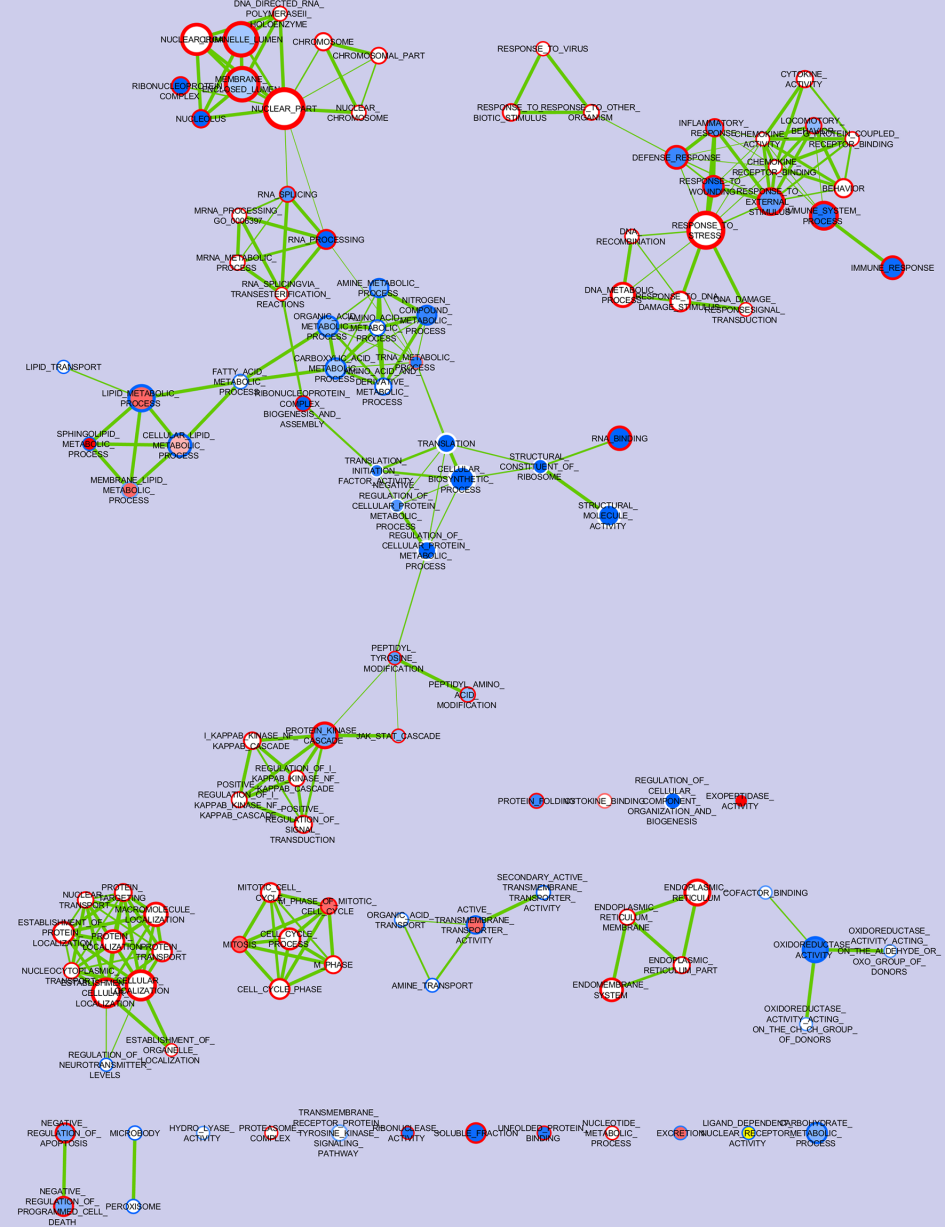
Nodes of gene sets enriched in porcine jejunal loops perfused with enterotoxigenic *Escherichia coli* (ETEC) or *Lactobacillus amylovorus* (LAM) compared to saline-perfused loops from the same subjects. Nodes represent gene-sets. Color on open circle represents the ETEC treatment, color on the center of the node circle visualizes the LAM treatment. Edges represent mutual overlap. Enrichment significance (p-value) is conveyed as node color intensity, where red is for up-regulation of ETEC or LAM treatment and blue for down-regulation. Node size represents the number of genes in the gene set.

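TMIGD1, an adhesion molecule of mature epithelium, rose by 2.00 (standard error 0.13, adjusted p = 2.45e-06) on the log2 scale after LAM and fell after ETEC, at -1.70 (standard error 0.13, adjusted p = 3.22e-06), in the 12 pigs. Carbonic anhydrase CA13, which makes bicarbonate, behaved alike, with 1.63 (6.19e-06) after LAM and -1.36 (3.19e-05) after ETEC. The B cell survival cytokine TNFSF13B went the other way round, at 0.86 (2.42e-05) with ETEC and -0.85 (0.000614) with LAM. Other genes moved the same way with both: DUOXA2, the maturation factor of an epithelial oxidase, rose by 2.41 (4.18e-05) and 0.52 (0.0254), while PHYH, which starts the breakdown of branched fatty acids, changed by -1.05 (4.89e-05) and -0.60 (0.00115), with adjusted p in brackets. Across 27558 clusters, 166 fell after ETEC and rose after LAM, where independence predicts 40.7. Shared rises numbered 48 (42.6 by independence), shared falls 134 (35.7) and clusters up with ETEC but down with LAM 47 (37.4). As both comparisons use the same CTRL loops, independence is not the value without an effect. Of the 674 LAM calls, 332 had the same sign after ETEC. The 2 sets of log2 changes correlated at −0.018, with a covariance of -0.0007. In simulated data without any effect the shared CTRL loops gave a correlation of 0.5 and a covariance of 0.0039. Real changes widen the spread and lower the correlation that sharing gives, so only the covariances can be set side by side. With the control loops divided between the 2 comparisons the correlation was −0.099.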

In general there was no overlapping for gene sets enriched by ETEC and LAM. The only cases were EXOPEPTIDASE_ACTIVITY and two gene sets related to mitosis. 

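Dipeptidase 1 (DPEP1), a brush border enzyme that splits dipeptides before uptake, stood at a mean log2 signal of 7.56 in CTRL, 8.89 in LAM and 6.14 in ETEC loops of CA pigs, and at 7.25, 8.45 and 5.54 in SA pigs (n = 6 each). Its log2 change was 1.27 (standard error 0.13, adjusted p = 6.09e-05) with LAM and -1.56 (standard error 0.13, adjusted p = 3.56e-06) with ETEC, higher in 12 of 12 pigs in the first case and lower in 12 of 12 in the second. Other peptidases shared the fall after ETEC, with meprin MEP1A, which clips peptides at the brush border, at -1.25 (adjusted p = 5.17e-05) and the dipeptide-releasing ACE at -0.95 (adjusted p = 5.16e-05). Markers of mature enterocytes fell in the ETEC loops too. XPNPEP2, which removes residues before proline, rose by 1.89 (standard error 0.15, adjusted p = 6.19e-06) after LAM. Of 38 measured exopeptidase genes, 3 rose and 23 fell after ETEC, the same when adjusted over the list alone, with a median log2 change of -0.232 (camera, adjusted p = 4.66e-06, or adjusted p = 0.31 with an estimated correlation). After LAM 7 rose and 2 fell (12 and 3 adjusted over the list alone, median 0.0625, adjusted p = 0.000334, or adjusted p = 0.209 with an estimated correlation). Mitosis genes were the other shared group. After ETEC 22 of 48 rose and 1 fell (27 and 1 adjusted over the list alone), among them the kinase partner CKS2 at 0.55 (adjusted p = 0.000341), with a median of 0.207 (adjusted p = 2.35e-05, or adjusted p = 0.454 with an estimated correlation). After LAM 0 of them passed the test singly, also adjusted over the list alone, while the list as a whole lay higher, with a median of 0.0971 (adjusted p = 0.000118, or adjusted p = 0.567 with an estimated correlation).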

In detail, inside the first of these gene sets, dipeptidase 1 (Renal) (*DPEP1*) was the gene ranking first among those upregulated by LAM (S6 Table), while it was downregulated by ETEC (S5 Table), compared to CTRL. The other nodes of genes enriched by LAM were related to SPHINGOLIPID_METABOLIC_PROCESS. 

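Sphingosine-1-phosphate lyase (SGPL1), the last step of sphingolipid breakdown, rose by 0.66 (standard error 0.06, adjusted p = 2.88e-05) on the log2 scale in LAM loops of the 12 pigs. GAL3ST1, which sulphates galactosylceramide, rose by 0.44 (standard error 0.10, adjusted p = 0.0284), the sphingomyelin synthase SGMS1 by 0.43 (standard error 0.07, adjusted p = 0.00253) and DEGS2, which makes phytoceramides, by 0.43 (standard error 0.06, adjusted p = 0.00131). Of the 30 sphingolipid genes measured, 8 rose and 0 fell, or 13 and 0 when adjusted over the list alone. Their median log2 change was 0.0792 (camera, adjusted p = 5.66e-06, fry, adjusted p = 0.00147). The list was not called with an estimated correlation (adjusted p = 0.103 with an estimated correlation).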

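In LAM loops carboxypeptidase O (CPO), which frees acidic amino acids from peptides at the brush border, reached a mean log2 signal of 7.74 ± 1.85 in CA and 7.87 ± 0.58 in SA pigs, from 4.67 ± 1.83 and 3.79 ± 1.97 in CTRL loops (mean ± SD, n = 6). Over the 12 pigs this is a log2 change of 3.57 (standard error 0.39, adjusted p = 0.00013), but CTRL signals were near the bottom of the scale in most SA pigs, so its size is uncertain. The chloride-bicarbonate exchanger SLC26A3 went from 7.17 ± 1.25 to 9.79 ± 1.10 in CA and from 7.38 ± 1.23 to 9.87 ± 0.58 in SA pigs, a change of 2.56 (standard error 0.21, adjusted p = 9.51e-06) or 5.88-fold. SLC26A3 was higher in the LAM loop than in the CTRL loop of all 12 pigs (exact sign-flip test, two-sided p = 0.000488). After ETEC the same exchanger did not pass the test, at 0.55 (standard error 0.23, adjusted p = 0.104), and CPO changed by -0.84 (standard error 0.23, adjusted p = 0.0153), between signals that were mostly near the bottom of the scale.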

Among the single genes that were significantly up-regulated by LAM it is important to evidence another exopeptidase gene not included in the predetermined list for EXOPEPTIDASE_ACTIVITY: carboxypeptidase O (*CPO*), and Solute Carrier Family 26 (Anion Exchanger), Member 3 (*SLC26A3*). Conversely, ETEC up-regulated several important nodes related to inflammatory response, together with cytokine activation, immune responses and DNA responses to damaging stimuli, RNA and micro RNA processing and nuclear chromosome, peptidyl-amino acid modifications and JAK-STAT cascade, cell cycling, endoplasmic reticulum and negative regulation of apoptosis. 

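Inducible nitric oxide synthase (NOS2), which makes antimicrobial nitric oxide, rose by 3.72 (standard error 0.44, adjusted p = 2.79e-05) on the log2 scale after ETEC in the 12 pigs. The macrophage metalloelastase MMP12 rose by 3.71 (standard error 0.43, adjusted p = 2.29e-05) and the secreted phospholipase PLA2G2D by 2.58 (standard error 0.39, adjusted p = 0.000203). The T cell attracting chemokines CXCL11, CXCL10 and CXCL9 rose by 3.48 (standard error 0.43, adjusted p = 3.75e-05), 3.05 (7.28e-05) and 2.74 (0.000354), with adjusted p in brackets. NOX1, an epithelial oxidase that makes superoxide, rose by 4.43 (standard error 0.44, adjusted p = 8.71e-06). The cytokine osteopontin (SPP1) was 1.38 (adjusted p = 8.68e-05) higher, the interleukin 2 receptor chain IL2RA 1.15 (adjusted p = 8.63e-05) and SOCS1, the feedback inhibitor of JAK kinases, 1.97 (adjusted p = 0.000127). Of 66 measured inflammatory response genes 29 rose and 5 fell (32 and 5 adjusted over the list alone), with a median log2 change of 0.285 (camera, adjusted p = 1.01e-05, or adjusted p = 0.343 with an estimated correlation). Among 28 chemokines 13 rose and 1 fell (14 and 4 adjusted over the list alone, median 0.302, adjusted p = 0.00196, or adjusted p = 0.356 with an estimated correlation), and among 53 cytokines 14 rose and 2 fell (15 and 2 adjusted over the list alone, median 0.162, adjusted p = 0.00159, or adjusted p = 0.33 with an estimated correlation). JAK-STAT genes rose in 17 and fell in 5 of 34 cases (18 and 6 adjusted over the list alone, median 0.222, adjusted p = 0.00516, or adjusted p = 0.371 with an estimated correlation). Interferon-responsive genes, with the checkpoint ligand CD274 at 2.87 (adjusted p = 6.65e-05), rose in 25 of 47 cases and fell in 2 (25 and 4 adjusted over the list alone, median 0.293, adjusted p = 3e-05, or adjusted p = 0.454 with an estimated correlation). Antimicrobial genes of the epithelium rose in 17 of 32 cases and fell in 1 (17 and 1 adjusted over the list alone, median 0.438, adjusted p = 5.07e-06, or adjusted p = 0.33 with an estimated correlation). Markers of white blood cells moved with them: 8 of 17 neutrophil genes rose and 0 fell (8 and 0 adjusted over the list alone), with lactoferrin (LTF) at 1.40 (adjusted p = 0.00183) and calprotectin chain S100A9 at 0.90 (adjusted p = 0.0286), and a median of 0.511 (adjusted p = 0.00182, or adjusted p = 0.404 with an estimated correlation). Of 31 myeloid genes 11 rose and 2 fell (13 and 2 adjusted over the list alone, median 0.125, adjusted p = 0.0251, or adjusted p = 0.445 with an estimated correlation), so more such cells in the tissue would also raise these genes.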

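Genes of protein folding in the endoplasmic reticulum were part of the ETEC response. The co-chaperone DNAJC12 rose by 1.59 (standard error 0.25, adjusted p = 0.00029) on the log2 scale in the 12 pigs, SDF2L1 by 1.29 (standard error 0.13, adjusted p = 8.51e-06) and HYOU1, a chaperone induced by unfolded proteins and low oxygen, by 1.29 (standard error 0.14, adjusted p = 1.19e-05). BCL2A1, which blocks mitochondrial cell death, rose by 0.91 (standard error 0.18, adjusted p = 0.00183) and the chaperone HSPA5 by 0.74 (adjusted p = 9.29e-06). The proteasome subunit PSMA5 gained 0.80 (adjusted p = 2.69e-05), the replication licensing factor CDC6 0.63 (adjusted p = 0.000602), the repair gene XRCC2 0.54 (adjusted p = 0.00733) and the splicing protein SNRPG 0.52 (adjusted p = 1.79e-05), while XRCC6, which joins broken DNA ends, changed by -0.48 (adjusted p = 0.000365). Of 45 measured folding genes of the reticulum 33 rose and 3 fell (36 and 3 adjusted over the list alone), with a median log2 change of 0.39 (camera, adjusted p = 5.17e-13, or adjusted p = 0.31 with an estimated correlation). Cytosolic chaperones rose in 22 and fell in 2 of 34 cases (23 and 2 adjusted over the list alone, median 0.209, adjusted p = 1.6e-06, or adjusted p = 0.33 with an estimated correlation), and proteasome subunits rose in 16 and fell in 0 of 22 (17 and 0 adjusted over the list alone, median 0.325, adjusted p = 1.32e-07, or adjusted p = 0.33 with an estimated correlation). Genes that restrain apoptosis rose in 10 of 20 cases and fell in 0 (12 and 0 adjusted over the list alone, median 0.293, adjusted p = 9.34e-05, or adjusted p = 0.31 with an estimated correlation). DNA damage genes rose in 11 and fell in 2 of 26 (11 and 2 adjusted over the list alone, median 0.154, adjusted p = 0.00834, or adjusted p = 0.418 with an estimated correlation), and DNA replication genes in 16 and 0 of 26 (20 and 0 adjusted over the list alone, median 0.281, adjusted p = 4.13e-07, or adjusted p = 0.356 with an estimated correlation). RNA splicing genes rose in 24 and fell in 5 of 57 (31 and 5 adjusted over the list alone, median 0.163, adjusted p = 1.01e-05, or adjusted p = 0.33 with an estimated correlation), ribosome assembly genes in 22 and 2 of 47 (26 and 2 adjusted over the list alone, median 0.191, adjusted p = 2.93e-06, or adjusted p = 0.425 with an estimated correlation). Translation initiation factors were not called as a list, with 7 up and 4 down of 23 (7 and 5 adjusted over the list alone) and a median of 0.035 (adjusted p = 0.539).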

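REG3G, a lectin that the epithelium secretes against bacteria, has 3 transcript clusters, 2 of them with identical values. The dimmest, at 6.92 on the log2 scale over all arrays against 10.39 for the others, had a mean log2 signal of 5.78 ± 1.75 in CTRL and 9.28 ± 0.54 in ETEC loops of CA pigs (mean ± SD, n = 6). In SA pigs it went from 6.14 ± 1.65 to 9.88 ± 0.49. Over the 12 pigs the log2 change was 3.62 (standard error 0.46, adjusted p = 4.33e-05), with a higher signal in 11 of 12 pigs (exact sign-flip test, two-sided p = 0.000977). The brighter values rose by 1.61 (standard error 0.27, adjusted p = 0.000412). CTRL loops were spread far more widely than ETEC loops, so the size of the rise depends on the level from which each pig started. Pig 4 had the lowest ETEC value of the CA pigs, at 8.25 in the dimmest cluster against 9.26 to 9.8 in the others.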

Particularly, the gene with the highest expression among those significantly upgraded by ETEC (S5 Table) was the regenerating islet-derived 3 gamma (*REG3G*) gene that encodes an antibacterial lectin with activity against Gram-positive bacteria (S5 Table). The up-regulating effect of ETEC on the *REG3G* gene was also confirmed by real-time RT PCR on the same loop samples, as compared with CTRL (Fig 2, p<0.001). Furthermore, the data showed a remarkable correlation between the loop treatments and the microbiota associations represented by the presence of a higher *REG3G* gene expression (p = 0.043) in ETEC-perfused loops of the pigs associated with the simple microbiota, compared to ETEC-perfused loops of CA pigs. The same pattern was seen also for IL22 and for GPX2. Conversely no effect of treatments was observed for the expression of *TFF3* gene, that was selected for the validation by real-time RT PCR as negative control, because although it plays a role in intestinal mucosal defense and repair, in our case was not significantly involved in gene sets more varied by the treatments.

**Fig 2:**
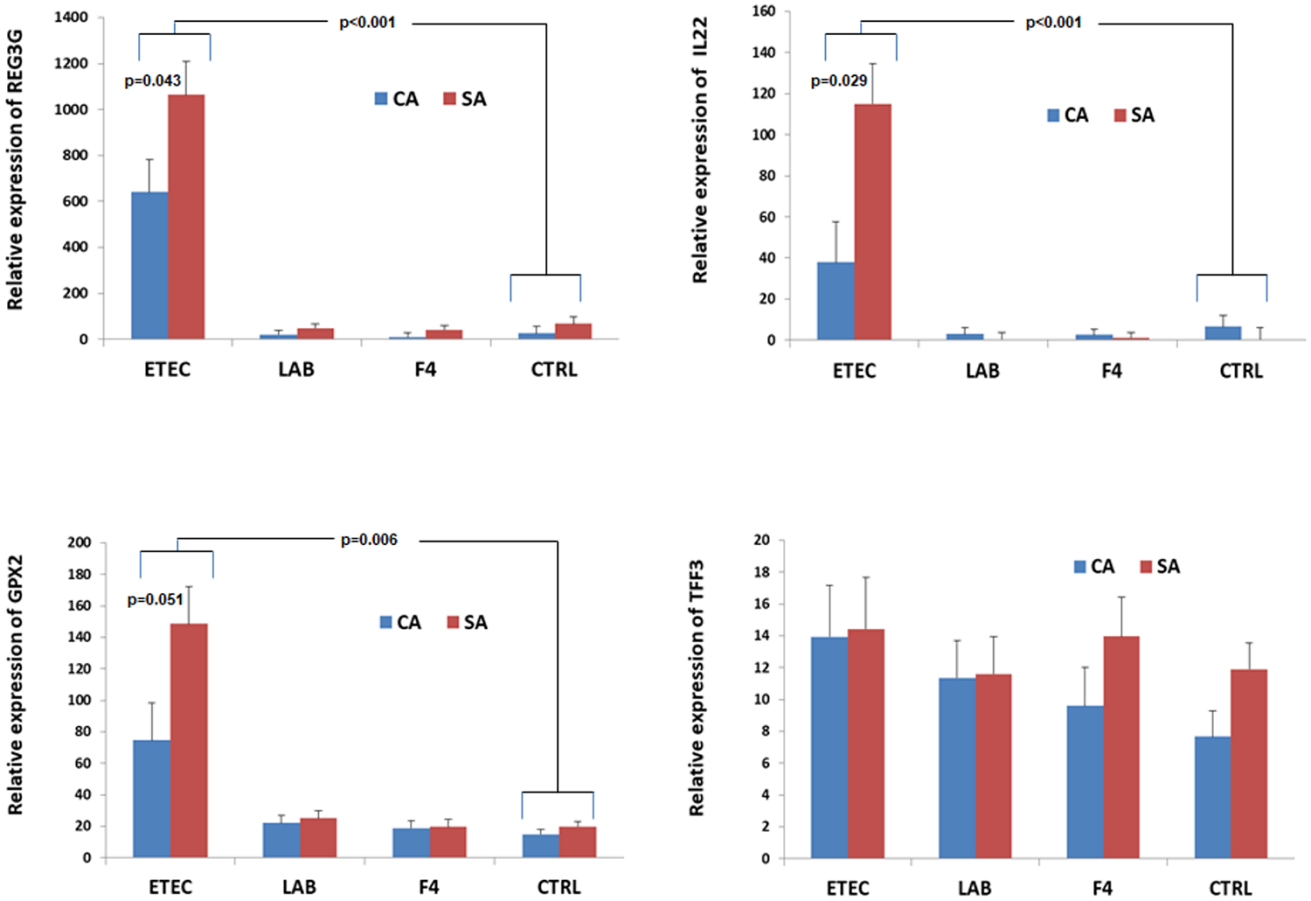
Effects of the early association with simple (SA) or complex microbiota (CA) on the relative gene expression of *REG3G*, *IL22*, *GPX2* and *TFF3* in jejunal loops perfused with ETEC, F4 fimbriae or *L*. *amylovorus*. Bars represent standard errors. A statistically significant interaction between the early treatment of pigs and the loop perfusion treatments (p = 0.018, *REG3G*; p = 0.023, *IL22*) or trend (*GPX2*, p = 0.089) was observed. The effect of loop perfusion treatments was calculated against saline treatment within each early microbiota association: ETEC, p<0.001 (*REG3G*, *IL22*) or p<0.006 (*GPX2*). Effect of early microbiota association, within the ETEC-perfused loops, p = 0.043, *REG3G*; p = 0.023, *IL22*; p = 0.051, *GPX2*; ETEC = enterotoxigenic *Escherichia coli* F4; LAM = *Lactobacillus amylovorus*; CTRL = saline.

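Among enzymes of amino nitrogen, alanine aminotransferase GPT2 changed by -1.90 (standard error 0.13, adjusted p = 2.22e-06) on the log2 scale after ETEC and rose by 0.81 (standard error 0.12, adjusted p = 0.00119) after LAM in the 12 pigs. Aspartate aminotransferase GOT1 changed by -1.39 (standard error 0.13, adjusted p = 6.41e-06) after ETEC. Aspartoacylase (ASPA) changed by -0.92 (standard error 0.18, adjusted p = 0.0109) after LAM, and DDC, which decarboxylates aromatic amino acids, by -0.49 (standard error 0.07, adjusted p = 0.00131). Of 55 measured amino acid metabolism genes 8 rose and 23 fell after ETEC (8 and 26 adjusted over the list alone), with a median of -0.116 (camera, adjusted p = 6e-04, or adjusted p = 0.33 with an estimated correlation). After LAM 2 rose and 2 fell (the same adjusted over the list alone) and the list was not called (median -0.02, adjusted p = 0.209). Some oxidoreductases of detoxification fell after both. NQO1, which reduces quinones, had a log2 change of -0.49 (standard error 0.08, adjusted p = 0.0027) after LAM, and CYP2C49 and CYP2C36 at -1.74 (adjusted p = 0.000187) and -1.29 (adjusted p = 0.00011) after ETEC. Of 30 detoxification genes, 3 rose and 16 fell after ETEC (4 and 17 adjusted over the list alone, median -0.337, adjusted p = 0.000561, or adjusted p = 0.404 with an estimated correlation) and 0 rose and 9 fell after LAM (1 and 16 adjusted over the list alone, median -0.156, adjusted p = 2.41e-10, or adjusted p = 0.103 with an estimated correlation). Fatty acid oxidation, with ACAD11 at -1.74 (adjusted p = 1.01e-05) after ETEC, had 3 rises and 27 falls among 40 genes with ETEC (3 and 28 adjusted over the list alone, median -0.39, adjusted p = 2.29e-10, or adjusted p = 0.31 with an estimated correlation). Markers of mature enterocytes fell with them, 27 of 41, with 1 rise (median -0.376). With LAM fatty acid oxidation had 0 and 5 (2 and 8 adjusted over the list alone, median -0.0413, adjusted p = 0.0281, or adjusted p = 0.596 with an estimated correlation). Respiratory chain genes moved otherwise, with 8 rises and 1 fall among 40 after ETEC (8 and 1 adjusted over the list alone, median 0.102, adjusted p = 0.0304, or adjusted p = 0.602 with an estimated correlation) and 0 and 0 after LAM (the same adjusted over the list alone, median -0.0071, adjusted p = 0.682).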

The nodes related to metabolic processes of nitrogen compounds and oxidoreductase activity were down-regulated by both ETEC and LAM treatments. 

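Single immune genes fell in LAM loops of the 12 pigs. TNFSF15, a cytokine that costimulates T cells, had a log2 change of -0.89 (standard error 0.11, adjusted p = 0.000358), IRAK3, a brake on Toll-like receptor signals, at -0.48 (standard error 0.07, adjusted p = 0.00195) and the interleukin 17 receptor IL17RA at -0.38 (standard error 0.09, adjusted p = 0.0314). Others rose, with the interleukin 18 receptor IL18R1 at 0.35 (standard error 0.06, adjusted p = 0.00668) and the mucosal chemokine CCL28 at 0.31 (standard error 0.07, adjusted p = 0.0347). Of 66 inflammatory response genes 2 rose and 2 fell (2 and 3 adjusted over the list alone, median -0.045), and the list was not called by camera (adjusted p = 0.0944). Cytokines had 0 rises and 2 falls among 53 (the same adjusted over the list alone, median -0.0258, adjusted p = 0.162) and chemokines 3 and 0 among 28 (4 and 0 adjusted over the list alone, median 0.0554, adjusted p = 0.147). Interferon-responsive genes lay higher, with IFITM1, which blocks virus entry, at 0.89 (adjusted p = 0.00541): 2 of 47 rose and 0 fell, or 20 and 1 adjusted over the list alone (median 0.216, adjusted p = 5.09e-09, or adjusted p = 0.375 with an estimated correlation). RNA splicing genes were not called (0 and 0 of 57, the same adjusted over the list alone, median -0.025, adjusted p = 0.116). Cytosolic chaperones lay lower, with PPID, a partner of HSP90, at -0.29 (adjusted p = 0.0102). Of 34 chaperones 0 rose and 4 fell (0 and 6 adjusted over the list alone, median -0.0917, adjusted p = 4.9e-08, or adjusted p = 0.103 with an estimated correlation). The enzymes that charge transfer RNA, 16 in number, had 0 single calls, also adjusted over the list alone, and lay lower as a list (median -0.0608, adjusted p = 0.0225, or adjusted p = 0.375 with an estimated correlation).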

More nodes were down-regulated by LAM only, mainly related to cellular biosynthetic process, to RNA and micro RNA processing and nuclear parts; to translation and cellular biosynthetic process; to inflammatory response, cytokine activation and immune response. The particularly relevant down regulation of translational related gene sets (S3 Table) was dependent of the reduced expression of a large group of translation initiation factors (starting from early initiation factor 3 A, *EIF3A*) and of structural components of ribosomes (starting from ribosomal protein L21, *RPL21*). 

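EIF3A, the largest subunit of the initiation factor that brings mRNA to the ribosome, was lower in the LAM than in the CTRL loop of 11 of 12 pigs, at -0.20 (standard error 0.06, adjusted p = 0.0891) on the log2 scale. It did not pass limma's test over all genes, although an exact sign-flip test for 12 pigs gave a two-sided p of 0.00537. Assembly factors of the ribosome fell more clearly. The nucleolar helicase DDX21 had a log2 change of -0.29 (standard error 0.06, adjusted p = 0.0103), the nucleolar GTPase GNL3 at -0.28 (standard error 0.05, adjusted p = 0.0103) and MPHOSPH10, part of the small subunit processome, at -0.24 (standard error 0.06, adjusted p = 0.0272). Of 47 ribosome assembly genes 0 rose and 8 fell, or 0 and 16 adjusted over the list alone, with a median of -0.138 (camera, adjusted p = 3.76e-15, or adjusted p = 0.16 with an estimated correlation, fry, adjusted p = 0.00844). For 23 translation initiation factors no single call was made, 0 rose and 3 fell when adjusted over the list alone, and the median was -0.0758 (adjusted p = 0.000118, or adjusted p = 0.236 with an estimated correlation, fry, 0.0176). The 43 ribosomal proteins likewise had 0 rises and 0 falls, 0 and 0 adjusted over the list alone, and a median of -0.0875 (adjusted p = 6.19e-09, or adjusted p = 0.103 with an estimated correlation, fry, 0.00214). Each of these changes is small, below 0.3 on the log2 scale for every gene named here.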

A few gene sets were also down-regulated in ETEC -treated loops, but they were not organized in complex nodes (with the exception of nodes related to sphingolipid metabolic process, peroxisome and to active transmembrane transporter activity of organic acids and amines). 

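The intestinal alkaline sphingomyelinase ENPP7, which digests dietary sphingomyelin, changed by -2.79 (standard error 0.36, adjusted p = 5.15e-05) on the log2 scale after ETEC in the 12 pigs. The neutral ceramidase ASAH2 of the brush border changed by -2.08 (standard error 0.25, adjusted p = 3.3e-05) and the ceramide synthase CERS6 by -1.22 (standard error 0.18, adjusted p = 0.000192). In the peroxisome, pipecolic acid oxidase (PIPOX) changed by -1.11 (standard error 0.10, adjusted p = 4.9e-06), the fatty acid activating SLC27A2 by -1.09 (standard error 0.16, adjusted p = 0.000129) and catalase (CAT), which removes hydrogen peroxide, by -1.04 (standard error 0.13, adjusted p = 4.18e-05). Of 30 measured sphingolipid genes 1 rose and 14 fell, the same adjusted over the list alone, with a median of -0.137 (camera, adjusted p = 0.00011, or adjusted p = 0.31 with an estimated correlation). Among 43 peroxisome genes 3 rose and 22 fell (4 and 23 adjusted over the list alone, median -0.185, adjusted p = 3.74e-05, or adjusted p = 0.33 with an estimated correlation). Several of these enzymes belong to mature enterocytes, whose markers fell as well: of 41 enterocyte genes 1 rose and 27 fell (2 and 28 adjusted over the list alone, median -0.376, adjusted p = 7.26e-10, or adjusted p = 0.33 with an estimated correlation).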

The LIGAND_DEPENDENT_NUCLEAR_RECEPTOR_ACTIVITY gene set was also down-regulated by ETEC. 

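NR1D1, a receptor that represses clock and metabolic genes, changed by -0.91 (standard error 0.15, adjusted p = 0.000386) on the log2 scale after ETEC in the 12 pigs, and NR0B2, which mediates feedback by bile acids, by -0.90 (standard error 0.17, adjusted p = 0.00104). Markers of mature enterocytes fell in the same loops. Of 34 measured nuclear receptors 1 rose and 13 fell, or 1 and 15 when adjusted over the list alone. The median log2 change was -0.136 (camera, adjusted p = 0.000134, fry, adjusted p = 0.000151). With a correlation estimated from the arrays the list was not called (adjusted p = 0.31 with an estimated correlation). With LAM the list was not called, with 0 rises and 0 falls (1 and 1 adjusted over the list alone, median 0.0079, adjusted p = 0.722).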

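Vanin 1 (VNN1), a pantetheinase of the enterocyte surface, fell 8.44-fold after ETEC, a log2 change of -3.08 (standard error 0.25, adjusted p = 3.65e-06) in the 12 pigs. Its mean log2 signal went from 9.52 to 6.66 ± 1.26 in CA and from 9.58 to 6.28 ± 1.25 in SA pigs (n = 6). Of the enzymes that cleave carotenoids, BCO1, which makes retinal from beta-carotene, changed by -2.67 (standard error 0.25, adjusted p = 7.08e-06) and BCO2, which cuts the chain off centre, by -0.36 (standard error 0.07, adjusted p = 0.00189). The sodium-sulphate transporter SLC13A1 changed by -2.65 (standard error 0.35, adjusted p = 5.53e-05) and the dicarboxylate transporter SLC13A2 by -0.94 (standard error 0.14, adjusted p = 0.000155). SLC13A2 was lower in 12 of 12 pigs and BCO2 in 11 of 12, while a second, dimmer cluster of BCO2 did not pass the test (adjusted p = 0.972). LAM moved SLC13A1 and VNN1 the other way, by 1.34 (standard error 0.24, adjusted p = 0.00511) and 0.48 (standard error 0.08, adjusted p = 0.00338). Both VNN1 and SLC13A1 were lower in the ETEC than in the CTRL loop of every pig (exact sign-flip test, two-sided p = 0.000488).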

Beyond genes included in these sets, other genes not included and with the highest fold change were beta-carotene oxygenase 2 (*BCO2*), vanin 1 (*VNN1*) and solute carrier family 13 (sodium/sulphate symporters), member 2 (*SLC13a2*).

A second Enrichment Map was generated to evidence the nodes of gene sets that were regulated in common or separately by ETEC and F4, both compared to CTRL (S1 Fig). The results for perfusion with F4 fimbriae were similar to the results discussed for LAM, and contrasted with the effects observed after perfusion with ETEC. Thus, also with F4, several genes transcribing for early initiation factor and of structural components of ribosomes were downregulated, as compared with CTRL. 

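The genes that F4 moved most were those that LAM moved. CPO rose by 2.96 (standard error 0.37, adjusted p = 0.000533) on the log2 scale with F4 in the 12 pigs, from CTRL signals that were often near the bottom of the scale, SLC26A3 by 1.96 (standard error 0.23, adjusted p = 0.000348), and the carbonic anhydrases CA13 and CA4 by 1.40 (7.77e-06) and 1.21 (0.0012), with adjusted p in brackets. Motilin (MLN), a hormone of the upper gut, changed by -0.58 (standard error 0.09, adjusted p = 0.00302) with F4 and -0.63 (standard error 0.11, adjusted p = 0.00597) with LAM, and the calcium channel TRPV6 by -0.35 (adjusted p = 0.0272) and -0.43 (adjusted p = 0.0011). Guanylate cyclase activator GUCA2B, which governs fluid secretion, rose by 0.53 (standard error 0.09, adjusted p = 0.00513) and 0.46 (standard error 0.11, adjusted p = 0.0435), and proglucagon (GCG) by 0.45 (adjusted p = 0.0054) and 0.58 (adjusted p = 0.000613). A direct comparison of LAM with F4 loops called 14 of 27558 clusters, with PLB1 and XPNPEP2 higher in LAM by 0.68 and 0.67. Of the 674 LAM calls 673 had the same sign with F4, at a slope of 0.736. Shared rises numbered 183 (2.93 by independence) and shared falls 128 (1.9), and 0 clusters moved in opposite ways, but independence is not the value without an effect where CTRL loops are shared. The changes correlated at 0.823, with a covariance of 0.0123, and at 0.417 when each comparison had its own CTRL loops. In simulated data without any effect the shared CTRL loops gave a correlation of 0.5 and a covariance of 0.0039. Only the covariances can be set side by side, as real changes widen the spread. Genes with higher expression toward the ileum and colon (distal) and toward the duodenum and proximal jejunum (proximal) were tested as lists. With F4 13 of 30 distal genes rose and 0 fell (17 and 0 adjusted over the list alone, median 0.219, camera, adjusted p = 2.53e-20, or adjusted p = 0.022 with an estimated correlation), and with LAM 14 and 0 (17 and 0 adjusted over the list alone, median 0.27, adjusted p = 3.63e-21, or adjusted p = 0.0248 with an estimated correlation). Proximal genes rose in 1 and fell in 8 of 26 cases with F4 (1 and 10 adjusted over the list alone, median -0.108, adjusted p = 1.32e-05, or adjusted p = 0.226 with an estimated correlation), and in 1 and 8 with LAM (1 and 12 adjusted over the list alone, median -0.163, adjusted p = 2.85e-08, or adjusted p = 0.103 with an estimated correlation). These lists were written after S5, S6 and S9 Tables had been read, so members in those tables are no independent evidence. The 16 distal genes outside the tables had 2 rises with F4 (4 adjusted over the list alone, median 0.103, adjusted p = 0.000983, or adjusted p = 0.164 with an estimated correlation) and 3 with LAM (5 adjusted over the list alone, median 0.0808, adjusted p = 0.000334, or adjusted p = 0.103 with an estimated correlation). The 15 proximal ones had 3 falls with each perfusion (5 with F4 and 7 with LAM adjusted over the list alone, medians -0.102 and -0.154, adjusted p = 0.0316 and 0.00402, adjusted p = 0.45 and 0.348 with an estimated correlation).

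**Figure D1:**
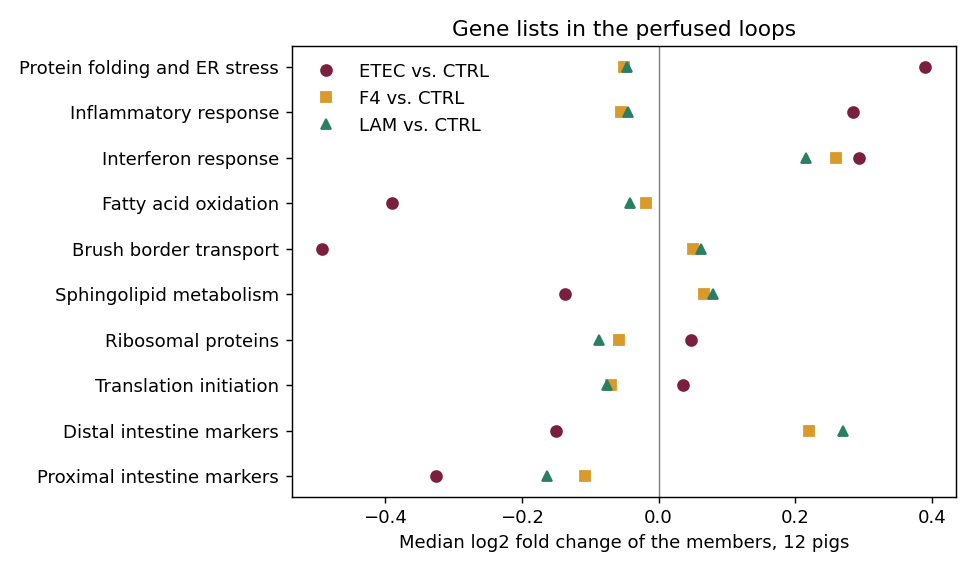
Median log2 fold change of the members of 10 gene lists (vertical axis) in loops perfused with ETEC, F4 or LAM against the CTRL loops of the same 12 pigs (horizontal axis). Sphingolipid genes lie below 0 with ETEC (-0.137) and above 0 with F4 (0.0662) and LAM (0.0792), and most lists lie at similar heights with F4 and LAM.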

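In F4 loops EIF3A, a core subunit of the initiation factor that binds the small ribosomal subunit, was lower than in CTRL loops of 10 of 12 pigs, at -0.17 (standard error 0.04, adjusted p = 0.0692) on the log2 scale, which does not pass the test. The initiation helicase EIF4A2 had a log2 change of -0.15 (standard error 0.05, adjusted p = 0.2). DDX21, which unwinds ribosomal RNA precursors, changed by -0.23 (standard error 0.04, adjusted p = 0.0154) and UTP14A, of the small subunit processome, by -0.22 (standard error 0.04, adjusted p = 0.0137). Of 47 ribosome assembly genes 0 rose and 5 fell, or 0 and 24 adjusted over the list alone (median -0.128, camera, adjusted p = 2.09e-17, or adjusted p = 0.141 with an estimated correlation). Translation initiation factors had 0 rises and 0 falls among 23, or 0 and 6 adjusted over the list alone (median -0.0692, adjusted p = 5.63e-06, or adjusted p = 0.141 with an estimated correlation). The same numbers for 43 ribosomal proteins were 0 and 0, or 0 and 0 adjusted over the list alone (median -0.0575, adjusted p = 8.29e-05, or adjusted p = 0.226 with an estimated correlation).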

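The eosinophil attractant CCL24 rose by 1.02 (standard error 0.15, adjusted p = 0.000155) on the log2 scale with ETEC and by 0.68 (standard error 0.11, adjusted p = 0.00472) with F4, in each case in 11 of 12 pigs. LAM raised it as well, by 1.02 (standard error 0.12, adjusted p = 0.000156). CXCL16, which attracts T cells, rose by 0.22 (standard error 0.05, adjusted p = 0.0418) with F4 and did not pass the test with ETEC, at -0.10 (standard error 0.08, adjusted p = 0.418). Of 28 measured chemokines 2 rose and 0 fell with F4, the same adjusted over the list alone (median 0.0483), and the list was not called by camera (adjusted p = 0.0713). Among 27558 clusters 11 rose with both ETEC and F4, where independence predicts 26.7. A fall with ETEC and a rise with F4 was called for 118 (25.5 by independence), a shared fall for 70 (18.8) and a rise with ETEC but a fall with F4 for 27 (19.7). As the CTRL loops are shared, independence is not the value without an effect. The covariance of the changes was −0.0024, where sharing alone gave 0.0039 in simulated data without any effect. The changes correlated at −0.078, and at −0.132 with separate CTRL loops.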

In general, there was no overlapping for gene sets up-regulated by ETEC and F4 with the exception of the G_PROTEIN_COUPLED_RECEPTOR_BINDING set, were the first gene contributing to up-regulatory effect was C-C motif chemokine ligand 24 (*CCL24*). A second gene set up-regulated by F4 was the SPHINGOLIPID_METABOLIC_PROCESS, which on the contrary was down-regulated in the ETEC treatment. This was mainly related to the different activation of sphingosine-1-phosphate lyase 1 (*SGPL1*) gene.

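Mean log2 signals of sphingosine-1-phosphate lyase (SGPL1), which breaks down the end product of sphingolipid catabolism, were 8.73 in CTRL, 9.32 in F4 and 7.75 in ETEC loops of CA pigs, and 8.85, 9.33 and 7.58 in SA pigs (n = 6). The log2 change over 12 pigs was 0.54 (standard error 0.04, adjusted p = 7.77e-06) with F4 and -1.12 (standard error 0.09, adjusted p = 3.65e-06) with ETEC. Other genes rose with F4 too: the sphingomyelin synthase SGMS1 by 0.35 (standard error 0.05, adjusted p = 0.00167), the sulphotransferase GAL3ST1 by 0.32 (standard error 0.06, adjusted p = 0.0135) and the sphingomyelinase ENPP7 by 0.32 (standard error 0.06, adjusted p = 0.0119). With ETEC GAL3ST1 changed by -1.42 (adjusted p = 5.2e-05). Of 30 sphingolipid genes 7 rose and 0 fell with F4, or 13 and 0 adjusted over the list alone, with camera's adjusted p = 3.47e-06 (adjusted p = 0.164 with an estimated correlation).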

With regard to the effect of early microbiota association, in CA, 57 sets were enriched compared to SA. The genes up-regulated were particularly related to the modulation and activation of lymphocytes and T cells, like *CD2*, *CD3d*, *CD4*, and *SLA2* (Src-Like-Adaptor 2) (S7 Table). Conversely, 73 gene sets were up-regulated in SA when compared to CA. They were related to various metabolic processes involving amino acids, lipids, cofactors and nucleotides, as well as to isomerase, oxidoreductase, methyltransferase or ligase activity but not to processes related to the immune system (S8 Table). 

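CD2, an adhesion receptor of T cells, lay higher in CA than in SA pigs by 0.59 (standard error 0.12, adjusted p = 0.0108) on the log2 scale over all loops, with 6 pigs in each group. The chains CD3D and CD3E of the T cell receptor complex lay higher by 0.63 (standard error 0.14, adjusted p = 0.0428) and 0.65 (standard error 0.11, adjusted p = 0.000947), and CD96, a receptor of T and NK cells, by 0.69 (standard error 0.10, adjusted p = 0.000175). SLA2, which damps T cell receptor signals, and the coreceptor CD4 did not pass the test, at 0.41 (standard error 0.09, adjusted p = 0.0542) and 0.29 (standard error 0.11, adjusted p = 0.811). PTPN22, a phosphatase that restrains T cells, and GPR55, a lysolipid receptor, were higher by 0.47 (standard error 0.09, adjusted p = 0.0108) and 0.47 (standard error 0.09, adjusted p = 0.00973). Of 61 measured T cell genes 9 were higher and 0 lower, or 30 and 0 adjusted over the list alone, with a median of 0.301 (camera, adjusted p = 2.02e-42, or adjusted p = 0.0351 with an estimated correlation, fry, adjusted p = 0.0233). As members that the paper's tables name were chosen on these samples, the 48 others were tested apart: 1 was higher and 0 lower (17 and 0 adjusted over the list alone, median 0.275, adjusted p = 5.66e-27, or adjusted p = 0.0855 with an estimated correlation). The paper had found T cell sets higher in these same pigs, so the 48 are no independent evidence either. The mean log2 signal of the list of 61 genes per pig was 5.77 ± 0.295 in CA and 5.44 ± 0.101 in SA pigs (exact permutation test, two-sided p = 0.00216, adjusted p = 0.0617 over all lists). Markers of B and plasma cells had 0 calls among 19, also adjusted over the list alone (median 0.107, adjusted p = 0.075). Pig 8 had a T cell mean of 6.37 against 5.63 to 5.68 in the other CA pigs, with a B cell mean of 6.415, so part of its excess may be lymphoid tissue in the sample. Over all genes 25 clusters were higher and 2 lower in CA, of which 2 over 2-fold, while without pig 3 the total was 64 with 6 over 2-fold, and quantile normalization left 0 over 2-fold. On simulated changes of 0.5 the same fit made 83 false calls among 260, and limma on 1 mean per pig called 0 clusters, with 1061 at unadjusted p under 0.05. On means per pig 0 lists were called with an estimated correlation.

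**Figure D2:**
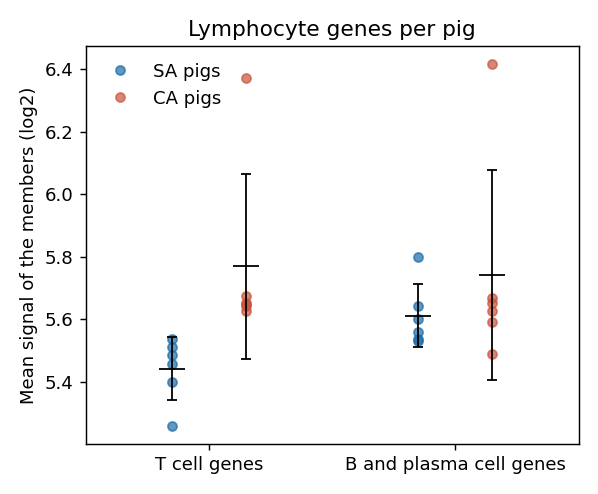
Mean log2 signal (vertical axis) of T cell genes and of B and plasma cell genes, 1 point per pig over its 4 loops, in SA and CA pigs (horizontal axis, n = 6 each), with mean ± SD as bars. T cell genes are higher in all CA pigs than in any SA pig (means 5.77 and 5.44), and the highest point of both lists is pig 8 (6.37 and 6.415).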

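Pyruvate carboxylase (PC), which feeds the citrate cycle, and PANK1, which starts coenzyme A synthesis, were lower in CA than in SA pigs by 0.42 and 0.24 on the log2 scale, but neither passed the test over all genes (adjusted p = 0.209 and 0.866, 6 pigs in each group). Of 40 measured genes of the citrate cycle and cofactors 0 were higher and 0 lower, or 0 and 1 adjusted over the list alone, with a median of -0.0737 (camera, adjusted p = 1.75e-06, or adjusted p = 0.0855 with an estimated correlation). Amino acid metabolism (55 genes, median -0.0363, adjusted p = 0.0267, or adjusted p = 0.63 with an estimated correlation), sterol synthesis (13 genes, median -0.0792, adjusted p = 0.00118, or adjusted p = 0.63 with an estimated correlation) and the ligases that charge transfer RNA (16 genes, median -0.0777, adjusted p = 0.00678, or adjusted p = 0.627 with an estimated correlation) also lay lower in CA, with 0 single calls over all genes or adjusted over the list alone. Fatty acid oxidation was not called (40 genes, median 0.0069, adjusted p = 0.33). Some defence lists lay lower in CA too. FUT2, which fucosylates mucosal glycans, had a log2 change of -0.67 (standard error 0.15, adjusted p = 0.0607) without passing the test, and of 32 antimicrobial genes 0 were higher and 0 lower (0 and 1 adjusted over the list alone, median -0.185, adjusted p = 0.000895, or adjusted p = 0.627 with an estimated correlation). The 66 inflammatory response genes (median -0.0612, adjusted p = 0.037, or adjusted p = 0.842 with an estimated correlation), 17 neutrophil genes (median -0.0983, adjusted p = 0.0305, or adjusted p = 0.842 with an estimated correlation) and 48 mitosis genes (median -0.111, adjusted p = 2.03e-05, or adjusted p = 0.842 with an estimated correlation) were lower without a single call.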

The former results are averaged for the four loop treatments. Therefore, we also considered the effects of perfusion with ETEC as such. Fig 3 presents in a Venn diagram the distribution of genes sets enriched or depleted by ETEC compared with CTRL, in the case of CA or SA pigs, or both. The diagrams show that most of gene sets affected by ETEC (both upregulated and downregulated) in CA pigs were also affected in SA pigs. Conversely numerous other gene sets affected in SA pigs, were not listed for CA pigs. 

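ETEC lowered DPEP1, the dipeptidase of the brush border, by 1.42 on the log2 scale in CA (adjusted p = 0.0183) and by 1.71 in SA pigs (adjusted p = 0.000185), 6 of each. CCL24, the eosinophil attractant, rose by 0.86 (adjusted p = 0.0486) in CA and 1.19 (adjusted p = 0.00309) in SA pigs, and the difference of these responses did not pass the test (−0.32, adjusted p = 0.872). In CA pigs 1389 of 27558 clusters changed with ETEC (453 up, 936 down), 39 of them more than 2-fold up and 156 more than 2-fold down. SA pigs showed 4468 (2405 up, 2063 down), with 170 and 287 over 2-fold. A test of the difference between the 2 responses called 0 clusters with limma, with 1803 at unadjusted p under 0.05. On simulated differences of 0.5, 1 and 2 the same test recovered 5.5%, 87% and 98.5% of the changed clusters. The simulated noise had the same spread in all loops and held no weak responder such as pig 4. These shares may therefore be too high for the real responses, and larger differences may have been missed. Without pig 4 the CA pigs had 2676 calls. A common fit for both associations called 2695 in CA pigs, and the separate fit called 499 without pig as a block.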

Fig 4A visualizes the nodes of gene sets enriched (color red) or impoverished (in blue) in intestinal loops perfused with ETEC (the filled circle of each node) or CTRL (the open circle) of CA pigs, compared to the same loop perfusions in SA pigs. This figure, in other terms, allows the simultaneous visualization of the effect of CA vs SA in ETEC treatment and in the control.

**Fig 3:**
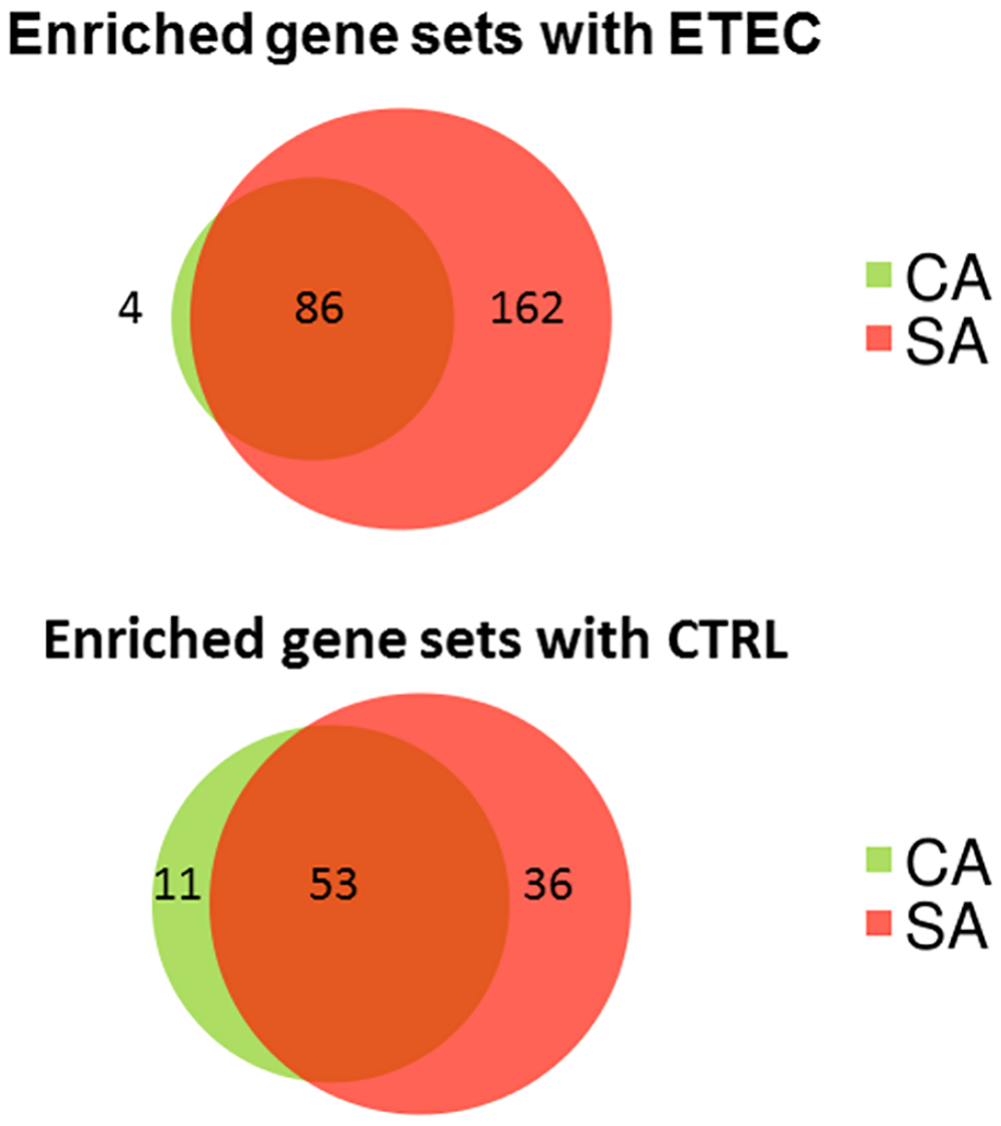
Distribution of the numbers of gene sets enriched or depleted by ETEC compared with CTRL, in the case of CA or SA pigs, or both.

**Fig 4:**
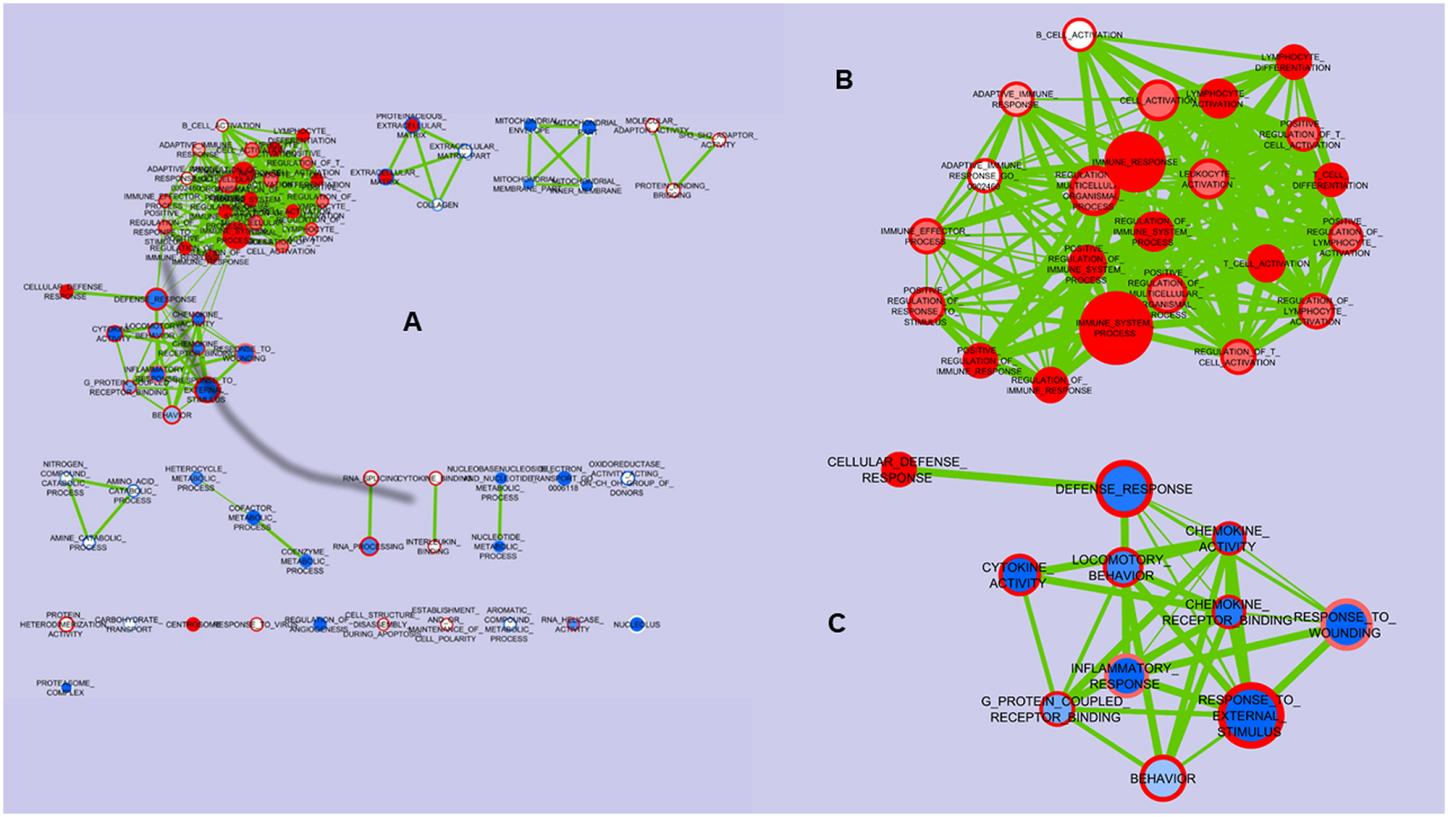
Nodes of gene sets enriched in porcine jejunal loops perfused with enterotoxigenic *Escherichia coli* (ETEC) or saline (CTRL) at 4 to 5 weeks of age, in pigs early associated with complex microbiota (CA) compared to simplex microbiota (SA) pigs. A) Whole picture; B) detail of nodes related to positive regulation of immune system processes; C) detail of nodes related to inflammatory defense response. Nodes represent gene-sets. Color on open circle of the node represents the CTRL treatment, color on the center of the node visualizes the ETEC treatment. Edges represent mutual overlap. Enrichment significance (p-value) is conveyed as node color intensity, where red is for up-regulation of ETEC or CTRL treatment in CA pigs, and blue for down-regulation, compared with SA pigs. Node size represents how many genes are in the gene-set.

The early association of piglets with a complex microbiota, compared to a simpler microbiota, resulted in an up-regulation of a large number of gene sets that were related to the regulation and activation of lymphocytes, above all of T cells, as well as to cellular defense responses both in ETEC and in CTRL loops (Fig 4B and 4C). 

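In CTRL loops, CD2, an adhesion receptor of T cells, was higher in CA than in SA pigs by 0.68 on the log2 scale and CD3E of the T cell receptor complex by 0.73, each CA pig lying above all 6 SA pigs (exact permutation test, two-sided p = 0.00216, adjusted p = 0.0115 over 32 genes). In ETEC loops CD2 was higher by 0.69 (exact permutation test, two-sided p = 0.00433, adjusted p = 0.0346), and CD3E by 0.71 (exact permutation test, two-sided p = 0.013, adjusted p = 0.0594). Both genes had been named by the paper as higher in these same pigs, so these tests are no independent evidence. The mean log2 signal of 61 T cell genes was 5.82 ± 0.395 in CA and 5.41 ± 0.117 in SA pigs in CTRL loops (mean ± SD, n = 6, exact permutation test, two-sided p = 0.00433, adjusted p = 0.123 over all lists). In ETEC loops it was 5.85 ± 0.617 and 5.49 ± 0.148 (exact permutation test, two-sided p = 0.0866, adjusted p = 0.353). The wide spread among CA pigs comes from pig 8, whose B cell genes are high as well. Over all genes limma called 0 clusters in either loop, with 786 in CTRL and 2191 in ETEC loops at unadjusted p under 0.05. A fit of 8 group means over all 48 arrays with pig as a random block called 3 and 189.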

Genes for chemokine and cytokine activity, and in general for response to external stimulus, were down-regulated in ETEC loops obtained from CA pigs, compared to those coming from SA pigs (Fig 4C). Conversely, the same gene sets were up-regulated in CTRL loops from CA pigs, compared to those from SA pigs. Nevertheless, in both cases, the gene sets involved were not among the first ranking gene sets in the list, and the single genes that explained the interactive effect for chemokine and cytokine activity related sets were not the same. For example the most representative gene for the down-regulation in ETEC loops obtained from CA pigs, vs SA pigs, was interleukin 1 receptor antagonist (*IL1RN*), while the most representative gene for the up-regulation in CTRL loops obtained from CA pigs, vs SA pigs, was *CCL5*. This was also confirmed by RT-qPCR for this gene (Fig 5).

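Cytokine genes had a mean log2 signal of 4.56 in CA and 4.73 in SA pigs in ETEC loops, 6 pigs each, a difference of −0.167 (exact permutation test, two-sided p = 0.0476, adjusted p = 0.296 over all lists). Chemokine genes, which attract white blood cells, stood at 7.42 and 7.61 (−0.186, exact permutation test, two-sided p = 0.16, adjusted p = 0.609), and inflammatory response genes at 6.57 ± 0.176 and 6.87 ± 0.187 (−0.293, exact permutation test, two-sided p = 0.0195, adjusted p = 0.262). Among single genes CCL24 was lower in CA by 0.51 on the log2 scale (exact permutation test, two-sided p = 0.0455, adjusted p = 0.132) and the adaptor MYD88 by 0.19 (exact permutation test, two-sided p = 0.00433, adjusted p = 0.0346). Set against the CTRL loop of the same pig, the rise of inflammatory genes was 0.292 ± 0.304 in CA and 0.60 ± 0.194 in SA pigs (exact permutation test, two-sided p = 0.0411, adjusted p = 0.335). By camera on the difference of the responses, 66 inflammatory genes (0 higher, 0 lower, 0 and 0 adjusted over the list alone, median -0.237, adjusted p = 0.00169, or adjusted p = 0.861 with an estimated correlation) and 47 interferon-responsive genes (0 and 0, 0 and 0 adjusted over the list alone, median -0.207, adjusted p = 0.000939, or adjusted p = 0.861 with an estimated correlation) lay lower in CA. Cytokines (53 genes, median -0.0833, adjusted p = 0.0523) and chemokines (28 genes, median -0.218, adjusted p = 0.607) were not called. Of 57 lists 20 were called for this difference and 8 without pig 4, whose ETEC loop hardly moved. The interferon list was among the 8 and the inflammatory list was not, and the rotation test called 0 lists.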

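Cytokine genes in CTRL loops differed between CA and SA pigs by 0.03 on the log2 scale in their mean per pig (6 pigs each, exact permutation test, two-sided p = 0.543, adjusted p = 0.994 over all lists). The mean of chemokine genes was 0.075 higher in CA (exact permutation test, two-sided p = 0.797) and that of inflammatory response genes 0.016 higher (exact permutation test, two-sided p = 0.881). Interferon-responsive genes differed by 0.18 (exact permutation test, two-sided p = 0.494). CCL24 was 0.19 lower in CA (exact permutation test, two-sided p = 0.519) and IL22, which drives epithelial defence, 0.63 higher (exact permutation test, two-sided p = 0.255). None of these differences passed its test.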

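CCL5, a chemokine made by T cells and NK cells, had a mean log2 signal of 8.86 ± 0.38 in CTRL loops of CA and 8.24 ± 0.19 in those of SA pigs (mean ± SD, n = 6). The difference of 0.62 put 5 of 6 CA pigs above all SA pigs (exact permutation test, two-sided p = 0.00649, adjusted p = 0.0297 over 32 genes). In ETEC loops CCL5 stood at 8.60 ± 0.19 and 8.11 ± 0.29, a difference of 0.49 (exact permutation test, two-sided p = 0.00649, adjusted p = 0.0416). F4 loops differed by 0.80 (exact permutation test, two-sided p = 0.00433, adjusted p = 0.0198) and LAM loops by 0.59 (exact permutation test, two-sided p = 0.00866, adjusted p = 0.0554). CCL5 had been chosen by the paper as higher in CA on these same pigs, which these tests do not allow for. Limma, which adjusts over all genes, did not call it within a loop (adjusted p = 1 in CTRL and 0.456 in ETEC loops).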

**Fig 5:**
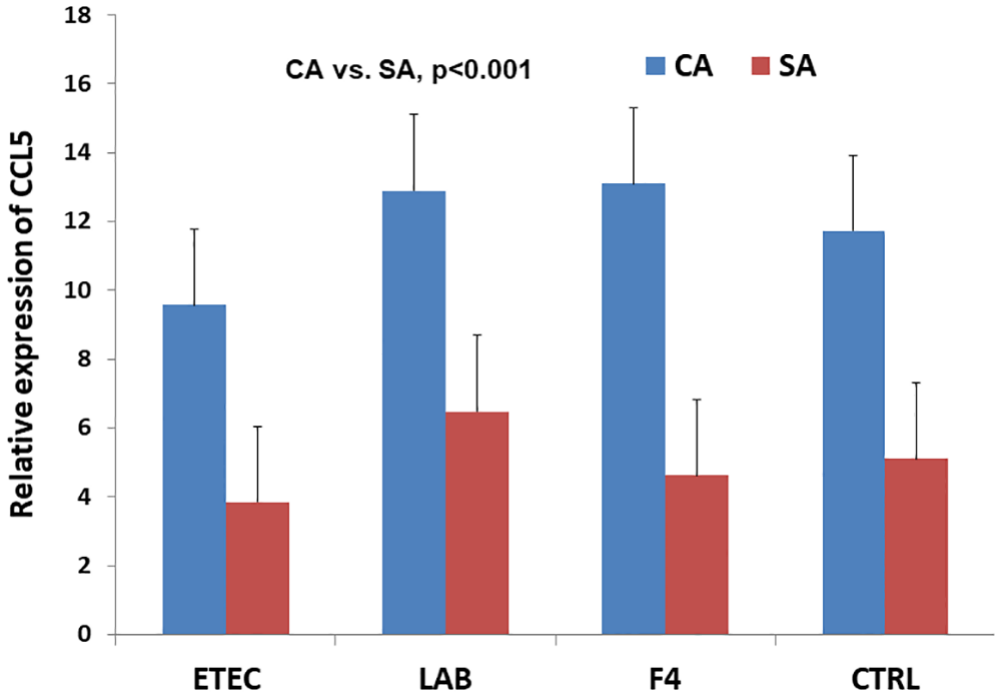
Effects of the early association with simple (SA) or complex microbiota (CA) on the relative gene expression of *CCL5* in jejunal loops perfused with ETEC, F4 fimbriae or *L*. *amylovorus*. Bars represent standard errors. Effect of early microbiota association, p<0.001; ETEC = enterotoxigenic *Escherichia coli* F4; LAM = *Lactobacillus amylovorus*; CTRL = saline.

The interaction of LAM and CTRL with CA or SA treatment was much less evident (S2 Fig). It can be only observed that the association of the intestinal loop with LAM reduced the number of gene sets that were differentially regulated by the early association of pigs with complex or simple microbiota, compared with CTRL. 

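T cell genes in LAM loops had a mean log2 signal of 5.69 in CA and 5.42 in SA pigs, 6 of each, which did not pass the test over all lists (exact permutation test, two-sided, adjusted p = 0.123). Their single genes varied. CD3E was higher in CA by 0.56 (exact permutation test, two-sided p = 0.00216, adjusted p = 0.0231), whereas CD3D, a chain of the same receptor complex, differed by 0.50 (exact permutation test, two-sided p = 0.0346, adjusted p = 0.139) and CCR9, which guides T cells to the gut, by 0.35 (exact permutation test, two-sided p = 0.00649, adjusted p = 0.0519). The paper had named these genes as higher in the same pigs. LAM loops had 690 clusters at unadjusted p under 0.05 between CA and SA pigs, and limma called 0 of them. The response to LAM likewise showed 0 calls between the associations, with 566 at unadjusted p under 0.05. By camera 8 of 57 lists differed in that response (adjusted p = 0.977 with an estimated correlation). Within the associations, 108 clusters changed with LAM in CA pigs (76 up, 32 down) and 55 in SA pigs (40 up, 15 down), or 172 and 110 when both associations share a fit. Without pig as a block limma left 1 and 0.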

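In F4 loops the T cell genes had a mean log2 signal of 5.72 in CA and 5.46 in SA pigs, with all 6 CA pigs above all SA pigs (exact permutation test, two-sided, adjusted p = 0.0411 over all lists). As some of these genes were chosen by the paper on the same pigs, the 48 others were tested apart, at 5.425 and 5.199 (exact permutation test, two-sided, adjusted p = 0.0411). These 48 are not independent evidence either, as the paper found T cell sets higher in the same pigs. CD3D and CD3E, chains of the T cell receptor complex, were higher in CA by 0.52 and 0.61 (exact permutation test, two-sided p = 0.00216 for each, adjusted p = 0.0139). CD2 was higher by 0.49 (exact permutation test, two-sided p = 0.00433, adjusted p = 0.0198). These single genes too had been named by the paper as higher in the same pigs. Over all genes limma called 0 of 27558 clusters between the associations in these loops, with 978 at unadjusted p under 0.05. The response to F4 gave 0 calls as well, with 821. Camera found 8 of 57 lists different in that response (adjusted p = 0.951 with an estimated correlation). Within an association F4 changed 29 clusters in CA pigs (26 up, 3 down) and 28 in SA pigs (25 up, 3 down), against 78 in CA pigs when the associations share a fit. Without pig as a block 0 and 1 remained.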

The picture was very similar also for F4 (data not shown).

## Discussion

Several factors drive the establishment of the microbial community in the porcine gut [3, 18], particularly during the first days of life. In an earlier experiment, CD piglets that were orally dosed with an inoculant consisting of sow’s diluted feces in the first days after birth had a more complex intestinal and fecal microbiota for the first four weeks of life, compared to those receiving only the same SA treatment as in the present study [19]. The process of formation of the consortium of gut microbiota is considered to be age-dependent, stimulated by new environmental stimuli, and mutually controlled by the intervention of the mucosa-associated lymphoid tissue (MALT) [20]. A delayed or too precocious encounter with environmental microbes may switch the overall gut microbiota profile and affect the gut maturation. Particularly, the activation of dendritic cells by microbiota-derived ligands promotes spontaneous T cell proliferation [21]. In conventionally-reared piglets of 3 to 4 weeks of age, CD4+ T cells progressively colonize the intestinal mucosa, the number of intraepithelial lymphocytes raises, while IgM secreting cells are appearing [22]. A complex activation of a large array of cytokines and chemokines marks this process. The early association with a microbiota of porcine origin was signed at this age (3 weeks) by the general average upregulation of the expression of gene sets of cytokines and chemokines and of their receptors in the porcine stomach, compared with pigs where the early association was limited to a bacteria mixture restricted to three commensal bacteria [23]. Here we show that oral administration of a culture of a few microbial species in the early phase of life in a high hygiene environmental condition may not be sufficient for the newborn piglet to activate T lymphocytes in the small intestine few weeks later. Conversely, T cell activation was more stimulated after association with a complex microbiota, represented by a fecal bacterial community obtained from a mature sow. Thus it was favored a more timely maturation of the MALT. In the stressful immediate post-weaning phase, an inefficient or insufficient activation of T cells may contribute to the local damage typically observed in intestinal mucosa of piglets [24]. In association with an improved T cell activation/regulation, a more complex microbiota stimulated also the transcription of several receptor and adaptor molecules (firstly chemokine -C-C Motif- ligand 5 –Fig 5 -, and T cell receptor associated transmembrane adaptor 1) related to cellular defense response. This group represents a set of markers for innate lymphoid cells involved in the regulation of host-commensal bacteria interactions during inflammation [25]. It is relevant that the *ITGAE* gene (Integrin, alpha E—antigen CD103—human mucosal lymphocyte antigen 1; alpha polypeptide), which is preferentially expressed in intestinal intraepithelial lymphocytes [26] and intestinal dendritic cells [27], was ranked seventh in the list of the most up-regulated genes (S9 Table). Furthermore, the induction and function of this integrin is linked to the activation of another gene that is in the same list C-C motif chemokine receptor 9 (*CCR9*) [28], in responding T cells, in the lamina propria and mesenteric lymph nodes. 

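TRAT1, an adaptor that stabilizes the T cell receptor at the cell surface, was higher in CA pigs by 0.71 (standard error 0.13, adjusted p = 0.00578) on the log2 scale over all loops (6 pigs in each group). CCL5, a chemokine released by activated T cells, was higher by 0.62 (standard error 0.09, adjusted p = 0.000175). KLRK1, the activating NKG2D receptor of NK and cytotoxic T cells, was higher by 0.51 (standard error 0.10, adjusted p = 0.0132). These calls were lost with limma on 1 mean per pig or with litter as a block, which called 0 clusters. Several litters held only 1 pig, which then adds nothing to the comparison within litters. The loss with litter therefore does not show that litter explains the difference. In CTRL loops TRAT1 had means of 7.72 ± 0.28 in CA and 7.07 ± 0.42 in SA pigs (mean ± SD, n = 6, exact permutation test, two-sided p = 0.00216, adjusted p = 0.0115 over 32 genes), and in ETEC loops 7.72 ± 0.66 and 6.70 ± 0.32 (exact permutation test, two-sided p = 0.00433, adjusted p = 0.0346). As the paper chose TRAT1 on these same pigs, the exact tests are no independent evidence. Limma over all genes did not call TRAT1 in CTRL loops (adjusted p = 1). Of 28 measured genes of NK and innate lymphoid cells 1 was higher and 0 lower, or 5 and 0 adjusted over the list alone, with a median of 0.0977 (camera, adjusted p = 4.98e-08, or adjusted p = 0.0313 with an estimated correlation). On 1 mean per pig an estimated correlation called 0 lists, and the mean of these genes per pig did not pass the exact permutation test over all lists (two-sided, adjusted p = 0.123). The paper proposes that early contact with a complex microbiota recruits immune cells to the mucosa, reasoning from T cell sets, CCL5 and TRAT1, the integrin ITGAE and the homing receptor CCR9 being higher in the same pigs. The associations were kept in separate rooms, so their effects cannot be told apart from those of the room.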

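ITGAE, the integrin alpha chain that holds lymphocytes in the epithelium, had mean log2 signals in CTRL loops of 6.77 ± 0.27 in CA and 6.07 ± 0.26 in SA pigs (mean ± SD, n = 6, exact permutation test, two-sided p = 0.00216, adjusted p = 0.0115 over 32 genes). Limma over all genes did not call it in these loops (adjusted p = 1). Over all loops ITGAE was higher in CA by 0.50 (standard error 0.09, adjusted p = 0.00226). This call was lost on 1 mean per pig or with litter as a block, the latter a fit that rests on few pigs. The difference held in F4 loops at 0.42 (exact permutation test, two-sided p = 0.00216) and in LAM loops at 0.51 (exact permutation test, two-sided p = 0.00216), and in ETEC loops it was 0.38 (exact permutation test, two-sided p = 0.0368, adjusted p = 0.118). ITGAE too had been chosen by the paper on these same pigs. ETEC lowered ITGAE in CA pigs by 0.48 on the log2 scale (adjusted p = 0.0267), and the 0.16 lower signal in SA pigs did not pass the test (adjusted p = 0.366). The difference of responses did not pass either (adjusted p = 0.759).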

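CCR9, the receptor that steers T cells to the small intestine, stood at a mean log2 signal of 6.39 ± 0.30 in CTRL loops of CA and 5.76 ± 0.09 in those of SA pigs (mean ± SD, n = 6), with every CA pig above every SA pig (exact permutation test, two-sided p = 0.00216, adjusted p = 0.0115 over 32 genes). Limma over all genes did not call this difference (adjusted p = 1). Over all loops CCR9 was higher in CA by 0.48 (standard error 0.10, adjusted p = 0.029). It was not called on 1 mean per pig or with litter as a block, the latter a fit that rests on few pigs. In ETEC loops the difference was 0.57 (exact permutation test, two-sided p = 0.0152, adjusted p = 0.0606) and in F4 loops 0.40 (exact permutation test, two-sided p = 0.00649, adjusted p = 0.026). The paper had chosen CCR9 on these same pigs, which the exact tests do not allow for. With ETEC CCR9 rose by 0.25 (standard error 0.08, adjusted p = 0.0395) over the 12 pigs, without passing the test in either association alone (adjusted p = 0.406 in CA and 0.0686 in SA pigs).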

Taken together, these data evidence a role of early microbial association in the local recruitment of immune cells in MALT.

With the perfusion with ETEC, compared to control treatment, many more gene sets were upregulated in piglets early associated with a simplified microbiota compared to those associated to a complex microbiota (Fig 3). Particularly the first showed an increased activation of genes related to inflammation, such as chemokine and cytokine activity, and of genes related to responses to external stimuli in general, in loops perfused with ETEC, compared to CA piglets. This again may be explained by the different timing of the maturation of the MALT. An adequate stimulation of toll-like receptors (TLRs) by commensal microbiota promotes intestinal homeostasis [28] and this presumably favored the limitation of the diffusion of inflammation with the starting of the ETEC infection in CA pigs. The reverse was in control loops that is that CA pigs had relatively more upregulated gene sets related to chemokine and cytokine activity, than SA pigs. This is apparently quite surprising, but it could be related to the higher bacteria diversity in CA pigs, as observed in the preceding research on CD pigs with different microbe association [19]. In fact, more diverse commensal microbes may require more activation of genes related to response to external stimuli, as indicated by the up regulation of this gene set in control loops of CA pigs. Thus it can be concluded that pigs early associated to a complex microbiota had control jejunal loops in a more activated condition, able to respond rapidly to possible infections.

Nevertheless, TLR signaling is important to induce also inflammatory responses by several cytokines [29]. Thus, other interacting factors may explain the different response to ETEC depending on the type of the early microbiota association. In ETEC-perfused loops of SA pigs, as compared with CA, the most up-regulated gene within the set responsible for inflammatory response was interleukin 1 alpha (*IL1A*). 

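Interleukin 1 alpha (IL1A), an alarm cytokine of damaged epithelium, had a mean log2 signal of 5.70 ± 0.43 in CA and 6.95 ± 0.47 in SA pigs in ETEC loops (mean ± SD, n = 6). All 6 CA pigs lay below all SA pigs, with a difference of −1.25 (exact permutation test, two-sided p = 0.00216, adjusted p = 0.0346 over 32 genes). Limma, adjusting over all genes, did not call it (adjusted p = 0.281). The paper had singled out IL1A in these same loops. In CTRL loops the difference was −0.48 (exact permutation test, two-sided p = 0.498). IL1A rose with ETEC by 1.49 (standard error 0.33, adjusted p = 0.00346) over the 12 pigs. Its change was 1.87 in SA pigs (adjusted p = 0.0186) and, without passing the test, 1.11 in CA pigs (adjusted p = 0.138), and the difference of these responses did not pass either (−0.77, adjusted p = 0.855).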

In recent studies targeting Crohn’s disease in humans, it was evidenced that the kinase MAP3K4 (Mitogen-activated protein kinase 4) was responsible for variation of IL1A, regardless of variation in TLR activation [30]. 

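In ETEC loops MAP3K4, a kinase upstream of the stress kinases p38 and JNK, had a mean log2 signal of 7.27 ± 0.17 in CA and 7.54 ± 0.13 in SA pigs (mean ± SD, n = 6). The difference of −0.27 put 5 of 6 CA pigs below all SA pigs (exact permutation test, two-sided p = 0.00866, adjusted p = 0.0462 over 32 genes), and limma did not call it over all genes (adjusted p = 0.536). MAP3K4 had been named by the paper from these same ETEC loops. CTRL loops differed by −0.05 (exact permutation test, two-sided p = 0.576). ETEC moved MAP3K4 by -0.005 in CA (adjusted p = 0.979) and by 0.22 in SA pigs (adjusted p = 0.0648). The response difference of −0.22 did not pass limma's test (adjusted p = 0.759).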

The *MAP3K4* gene was also up-regulated in ETEC-perfused loops of SA pigs, as compared with CA. Furthermore, a different modulation of immune response related to IL1A was also expected depending on the down-regulation of *IL1RN* in ETEC loops obtained from CA pigs, vs SA pigs, due to the inhibitory activity of interleukin-1 action by the binding of the product of this gene to the IL1A receptor. Unfortunately, no other study has addressed this topic and more research is required to verify the relevance of this observation for gut health later in the life of differently microbe-associated pigs. Villus height and crypt depth are considered markers of the health status of the mucosa. In our previous report, based on the same study [31], no effect of the early association type was seen on villus height and crypt depth nor a correlation of association treatment with loop perfusion treatments. Conversely, we showed a significant decrease of villous height and villous surface in ETEC challenged loops compared to CTRL, indicating a worsening of functional status of the jejunal mucosa. This is in agreement with the findings of the present study related to the comparison of ETEC perfused loops to CTRL (S2 Table), that evidenced that the first gene set down-regulated by ETEC was involved in transmembrane transport activity pathways, as did several other related genes sets. 

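Many uptake transporters fell after ETEC in the 12 pigs. SLC5A4 of the sodium-sugar transporter family changed by -2.03 (standard error 0.27, adjusted p = 6.62e-05) on the log2 scale. Water channels AQP8 and AQP10 changed by -2.21 (standard error 0.34, adjusted p = 0.000192) and -2.01 (standard error 0.26, adjusted p = 5.67e-05), the potassium channel KCNJ13 by -2.01 (standard error 0.19, adjusted p = 7e-06) and the carbonic anhydrase CA12 by -1.60 (adjusted p = 7.09e-06). The scaffold PDZK1, which holds transporters in the brush border, changed by -1.28 (adjusted p = 1.79e-05) and BAIAP2L2, which shapes microvilli, by -1.06 (adjusted p = 1.57e-05). Of 48 measured transporters of the brush border 6 rose and 30 fell, or 7 and 32 adjusted over the list alone, with a median of -0.492 (camera, adjusted p = 2.54e-09, or adjusted p = 0.31 with an estimated correlation). Genes of chloride and fluid transport had 0 rises and 22 falls among 34 (1 and 22 adjusted over the list alone, median -0.472, adjusted p = 3.76e-09, or adjusted p = 0.31 with an estimated correlation), and genes that bundle microvillus actin 3 and 11 among 25 (4 and 13 adjusted over the list alone, median -0.198, adjusted p = 0.00764, or adjusted p = 0.31 with an estimated correlation). The paper reasons that fewer transcripts for absorption mean a less functional epithelium, alongside the shorter villi it had reported for ETEC loops. A loss of mature enterocytes from the sample and a fall within each cell would look the same in these values.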

A lower expression of the genes related to absorption capacity is clearly related to a lower intestinal epithelial functionality and could be associated to a low intestinal health status induced by ETEC challenge. However, in a parallel study that included also the pigs used in the present experiment, CA treatment did not prevent the reduction of gut net fluid absorption or gut permeability for fluorescein sodium salt in intestinal loops perfused with ETEC compared to CTRL loops [32]. Overall, this may indicate that the time of perfusion with ETEC was sufficient to evidence a mild effect of the different early microbial association of pigs at transcriptional and morphological level, but this was not sufficient to differentially affect the permeability of the mucosa.

Here we applied the SISP approach to CD piglets about four weeks after early oral association to a simple or complex microbiota in order to compare the effects of an enterotoxigenic pathogen (ETEC) and a commensal (LAM) strain on the jejunal transcriptome. Furthermore, our approach allowed comparing the perfusion treatment effects in the same piglets, limiting the effects of genetic variability. A conspicuous number of genes and gene sets was affected after 8 hours of jejunal perfusion with ETEC compared with saline perfusion. This was not unexpected based also on previous literature on the topic [6, 33–34]. Since our results were based on the use of a second generation microarray system that rests upon the integration of several exon probes for each gene, an even more detailed and reliable description of the transcriptome changes associated with the ETEC challenge was presumably obtained.

Among the genes already evidenced as markers of ETEC infection, *REG3G* is probably the most signaled in literature. The specific antimicrobial protein encoded by *REG3G* is released by different types of small intestinal cells during infection but under prolonged stimulation its presence is depleted due to prolonged release [35]. Thus, an up-regulated production of the *REG3G* transcripts seems reasonable in the early stage of infection. Furthermore, we also found that the myeloid differentiation primary response 88 gene (*MYD88*) was up-regulated by ETEC (FDR = 0.003); the MYD88 protein, among its several actions related to pathways connecting the recognition of bacteria and inflammatory response, also regulates the expression of *REG3G* [36]. 

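MYD88, the adaptor that carries signals from Toll-like and interleukin 1 receptors, rose by 0.36 (standard error 0.07, adjusted p = 0.00123) on the log2 scale with ETEC, and was higher in 11 of 12 pigs. With F4 and LAM its change did not pass the test, at -0.01 (standard error 0.05, adjusted p = 0.962) and -0.01 (standard error 0.05, adjusted p = 0.976). The feedback inhibitor SOCS3 of cytokine receptors rose by 0.90 (standard error 0.22, adjusted p = 0.00714). The paper links MYD88 to REG3G, whose expression this adaptor regulates.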

Notably pigs that were early associated to a simple microbiota had a higher expression of *REG3G* in ETEC-perfused loops. However, *MYD88* was equally up-regulated by ETEC in both groups of pigs differently associated at early age. 

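MYD88, which relays the recognition of bacteria to the nucleus, went from a mean log2 signal of 9.08 ± 0.20 in CTRL to 9.40 ± 0.13 in ETEC loops of CA pigs, and from 9.20 ± 0.14 to 9.59 ± 0.06 in SA pigs (mean ± SD, n = 6). These are changes of 0.33 (adjusted p = 0.14) in CA and 0.39 (adjusted p = 0.00944) in SA pigs. The change passed the test in SA pigs only, and the difference between the responses did not pass (−0.06, adjusted p = 0.957). Over all loops MYD88 was 0.135 lower in CA pigs, each of the 6 below all SA pigs (exact permutation test, two-sided p = 0.00216, adjusted p = 0.00989 over 32 genes), a difference limma did not call over all genes (adjusted p = 0.779).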

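Interleukin 22 (IL22), a cytokine of innate lymphoid and T cells that drives epithelial defence, rose by 3.14 (standard error 0.54, adjusted p = 0.000524) on the log2 scale with ETEC in the 12 pigs, and was higher in 11 of them (exact sign-flip test, two-sided p = 0.00244). Its mean log2 signal went from 3.72 ± 1.28 in CTRL to 5.60 ± 1.80 in ETEC loops of CA pigs and from 3.09 ± 0.51 to 7.48 ± 1.09 in those of SA pigs (mean ± SD, n = 6). CTRL signals were near the bottom of the scale in most pigs, apart from pig 4 at 6.22, against 2.97 to 3.98 in the other CA pigs. The size of the change is therefore uncertain. The changes of IL22 with F4 and LAM did not pass the test, at 0.04 (standard error 0.19, adjusted p = 0.969) and -0.06 (standard error 0.17, adjusted p = 0.941).

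**Figure D3:**
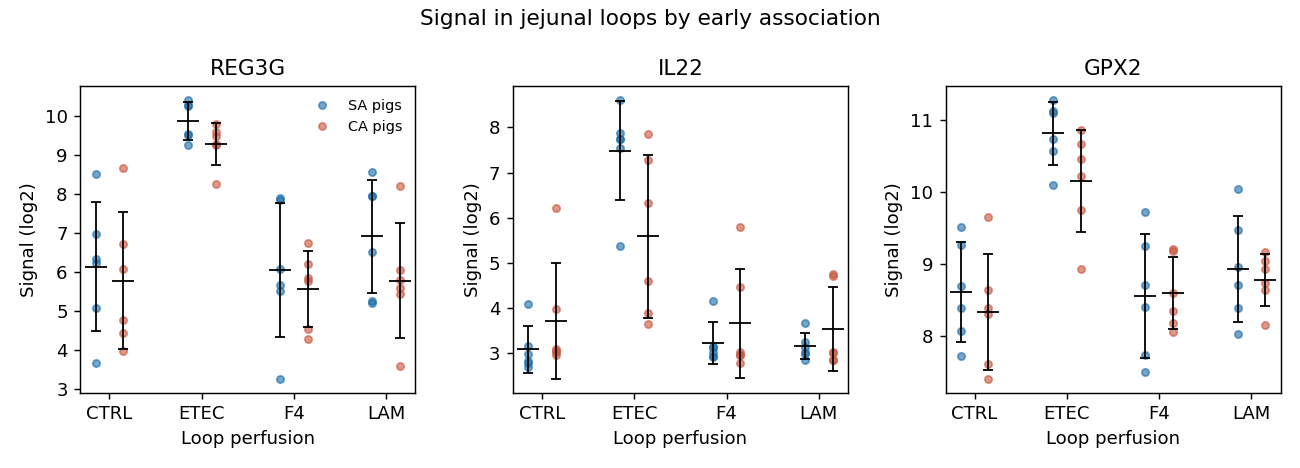
Log2 signal (vertical axis) of REG3G (the dimmest of its 3 transcript clusters), IL22 and GPX2 in 3 panels, by loop (CTRL, ETEC, F4, LAM; horizontal axis), with 1 point per pig in SA (blue) and CA (red), n = 6 each, and mean ± SD as bars. All 3 genes are highest in ETEC loops, where SA means are 9.88, 7.48 and 10.81 and CA means 9.28, 5.60 and 10.15.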

Another related gene that was sharply up-regulated by ETEC was *IL22* (Fig 2 and S1 Table). This interleukin was recently indicated as being secreted by group 3 innate lymphoid cells located in the intestinal crypts, during bacterial damage or T lymphocyte trigger [37]. Furthermore, small intestinal organoids cultured with IL22 increased *REG3G* mRNA production and tissue regeneration [38].

Research has evidenced that the beneficial microbe *Akkermansia muciniphila* is able to restore the production of REG3G [39], but only after gut disturbance induced by a high fat diet. In the present study, LAM did not affect the *REG3G* gene expression, which can be explained by the fact that healthy pigs were used and fed with a low fat diet.

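REG3G, the antibacterial lectin, had a mean log2 signal of 5.78 ± 1.48 in LAM loops of CA and 6.92 ± 1.46 in those of SA pigs (the dimmest of its 3 clusters, mean ± SD, n = 6). Against CTRL this is a change of 0.39 (standard error 0.37, adjusted p = 0.746) over the 12 pigs, higher in 8 of them, and it did not pass the test. The brighter values were at 0.04 (standard error 0.24, adjusted p = 0.972). With F4 neither passed the test, at -0.15 (standard error 0.30, adjusted p = 0.907) and 0.04 (standard error 0.21, adjusted p = 0.974).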

The several-fold reduced expression of *SLC13A1* and *VNN1* by ETEC may have implications for the intestinal barrier defense. The *SLC13A1* encoded protein, necessary for sulphate (re)absorption, is important for mucin sulfonation [40]. *VNN1* is a redox-sensitive gene coding for a pantetheinase that releases the antioxidant cysteamine [41]. VNN1 has also a complex and multi-faced role for the control of intestinal inflammation that, however, still needs to be more fully clarified [42]. In fact, pantetheine has antibacterial activity against *E*. *coli*, and it can be presumed that this molecule can be better protected from hydrolysis [43] when *VNN1* is down-regulated by ETEC. 

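Glutathione peroxidase 2 (GPX2), which removes hydroperoxides in the epithelium, went from a mean log2 signal of 8.33 ± 0.81 to 10.15 ± 0.71 with ETEC in CA pigs and from 8.61 ± 0.69 to 10.81 ± 0.44 in SA pigs (mean ± SD, n = 6). The change over 12 pigs was 2.01 (standard error 0.27, adjusted p = 6.21e-05), with a rise in 11 of them. SLC7A11, which imports cystine for glutathione, rose by 1.64 (standard error 0.25, adjusted p = 0.000183), while SESN2, a stress-induced brake on growth signals, changed by -1.04 (standard error 0.10, adjusted p = 7.09e-06). Oxidative stress genes were not called as a list. Of 31 measured, 9 rose and 10 fell (9 and 12 adjusted over the list alone), with a median of -0.0808 (camera, adjusted p = 0.123). LAM did not raise GPX2 past the test, at 0.38 (standard error 0.12, adjusted p = 0.114).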

The impact of ETEC on the redox status was also confirmed by the sharp upregulation observed in *GPX2* gene, presumably stimulated by hydrogen peroxide resulting from inflammation. This may imply an increased production of the selenoprotein product and thus a specific increased dietary selenium requirement.

Another observation, important for possible implications related to the nutrient requirements of growing pigs and in general for pig production in practice, is that the gene set LIGAND_DEPENDENT_NUCLEAR_RECEPTOR_ACTIVITY was up-regulated in CTRL, compared to ETEC. In particular, the genes down-regulated by ETEC were constitutive androstane receptor–formally the nuclear receptor subfamily 1, group I, member 3—(*NR1I3*), thyroid hormone receptor beta (*THRb*), retinoid X receptor alpha (*RXRa*), vitamin D receptor (*VDR*), and mineral corticoid receptor–formally nuclear receptor subfamily 3, group C, member 2 (*NR3c2*). 

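The constitutive androstane receptor (NR1I3), a sensor of foreign compounds, changed by -1.50 (standard error 0.18, adjusted p = 3.47e-05) on the log2 scale with ETEC in the 12 pigs. The thyroid hormone receptor THRB changed by -1.04 (standard error 0.13, adjusted p = 3.14e-05), the shared partner receptor RXRA by -0.60 (standard error 0.07, adjusted p = 2.6e-05) and the mineralocorticoid receptor NR3C2, which governs sodium uptake, by -0.48 (standard error 0.10, adjusted p = 0.00175) in the brighter of its 2 clusters and -0.80 (standard error 0.07, adjusted p = 3.65e-06) in the other. NR1I3, THRB and RXRA were lower in 12 of 12 pigs (exact sign-flip test, two-sided p = 0.000488) and the brighter NR3C2 cluster in 11 of 12 (exact sign-flip test, two-sided p = 0.00293). No symbol for the vitamin D receptor was found in the tables used. With LAM NR1I3 and RXRA did not pass limma's test, at -0.33 (standard error 0.09, adjusted p = 0.0605) and 0.12 (standard error 0.05, adjusted p = 0.296), although the exact sign-flip test adjusted over 32 genes called NR1I3 (adjusted p = 0.0203). The dimmer NR3C2 cluster rose by 0.26 (standard error 0.06, adjusted p = 0.0462) and the brighter did not pass (adjusted p = 0.226).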

LPS is an inhibitor of androstane receptor, based on the comparison of gene expression in LPS-treated wild-type mice and LPS-treated NR1I3-null mice [44], and was also seen to reduce hepatic *RXRa* gene expression [45]. Thus, the increased presence of LPS from ETEC in the loops can explain the differential regulation of the gene set LIGAND_DEPENDENT_NUCLEAR_RECEPTOR_ACTIVITY. Remarkably, the reduction of the gene expression of the nuclear receptors of vitamin A and D during ETEC perfusion may imply an increased dietary requirement for these vitamins to preserve the regulatory efficacy on RNA transcription, when pigs are stressed by ETEC infection.

The effects of the perfusion of LAM on the transcriptome of jejunal loops were generally mild. However, the presence of the *SLC26A3* gene among the genes most up-regulated by the perfusion with this microbe is important. 

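Some genes around chloride and bicarbonate exchange rose with LAM in the 12 pigs. The surface carbonic anhydrase CA4, which supplies bicarbonate at the brush border, rose by 1.70 (standard error 0.13, adjusted p = 6.19e-06) on the log2 scale, and the glutamate transporter SLC1A1 by 1.20 (standard error 0.10, adjusted p = 6.62e-06). SLC22A13, an organic anion carrier, changed by -0.77 (standard error 0.11, adjusted p = 0.00131). Of 34 measured genes of chloride and fluid transport 10 rose and 1 fell, or 17 and 3 adjusted over the list alone, with a median of 0.14 (camera, adjusted p = 4.42e-07, or adjusted p = 0.103 with an estimated correlation). Brush border transporters rose in 12 and fell in 4 of 48 cases (14 and 7 adjusted over the list alone, median 0.0625, adjusted p = 0.00049, or adjusted p = 0.375 with an estimated correlation), and enterocyte markers in 10 and 1 of 41 (14 and 5 adjusted over the list alone, median 0.0717, adjusted p = 3.88e-05, or adjusted p = 0.375 with an estimated correlation). The paper proposes that more SLC26A3 after LAM may offset part of the chloride loss through channels that toxins open. F4 loops, which held no LAM, raised SLC26A3 too.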

*SLC26A3*, also known as *DRA* (Congenital Chloride Diarrhea), encodes a protein typically expressed in enterocytes that contributes to the chloride reabsorption. The raise of intracellular cyclic AMP or GMP, induced by several bacterial enterotoxins, is responsible for chloride loss and watery diarrhea via the activation of apical chloride channels [46]. Thus, the triggering of the *SLC26A3* gene by LAM may compensate at least in part the endotoxin-induced activation of chloride channels and may reduce the occurrence of diarrhea. This can explain the small improvement of villus height in LAM-perfused loops [31]. Also *Lactobacillus acidophilus* stimulated the expression of *SLC26A3* via a transcriptional mechanism [47]. 

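The chloride channel CFTR stood at a mean log2 signal of 8.51 ± 0.22 in CTRL and 7.87 ± 0.38 in LAM loops of CA pigs, and at 8.37 ± 0.16 and 7.81 ± 0.28 in SA pigs (mean ± SD, n = 6). Its change with LAM was -0.60 (standard error 0.07, adjusted p = 0.000343) over the 12 pigs, with a fall in every one (exact sign-flip test, two-sided p = 0.000488). F4 lowered this chloride channel with a change of -0.45 (standard error 0.06, adjusted p = 0.000882), again in 12 of 12 pigs. With ETEC the change of CFTR did not pass the test, at -0.03 (standard error 0.12, adjusted p = 0.882).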

Interestingly, among the first genes downregulated by LAM was cystic fibrosis transmembrane conductance regulator (CFTR) (seventh in the ranking order produced by Gene Set Enrichment Analysis). CFTR is a cAMP- and phosphorylation-regulated chloride/bicarbonate channel, regulating the chloride efflux; thus, its activation is involved in enterotoxin-induced secretory diarrhea [48]. Both these gene regulations could have contributed to the favorable response observed in the oral supplementation with LAM in ETEC-challenged weaning pigs [9].

The reduced expression of a large group of translation initiation factors and of structural components of ribosomes observed in LAM loops, may also reflect a reduced pressure of the intestinal epithelium to produce new proteins. This could apparently conflict with the observed promotion of intestinal epithelial cell turnover by commensal bacteria [49]. However, LAM is a normal guest of the pig gut, it was also provided to SA piglets with early microbiota association, and thus it could have created a sort of tolerogenic condition in the LAM-perfused intestinal loop.

Finally, the villus height of LAM loops could have been improved by the better ability to hydrolyze dipteptides at the enterocyte surface, thanks to the up-regulation of *DPEP2*, transcribing for a glycolipid-anchored ectoenzyme [50], that furthermore was conversely down-regulated in ETEC loops.

The purpose of including a separate loop perfusion with F4, in addition to ETEC perfusion, was to have the opportunity to separate the effect of F4 on jejunum mucosa from the pathogenic effect of ETEC toxins. 

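Interferon-induced IFIT1, which binds foreign RNA, rose by 0.71 (standard error 0.15, adjusted p = 0.0319) on the log2 scale in F4 loops of the 12 pigs, CMPK2, which makes nucleotides in mitochondria, by 0.60 (standard error 0.12, adjusted p = 0.0158) and OAS2, a sensor of double-stranded RNA, by 0.52 (standard error 0.12, adjusted p = 0.0371). Neither the inflammatory nor the antimicrobial list, both of which mark the ETEC response, was called higher. Of 66 inflammatory response genes 1 rose and 1 fell with F4 (2 and 3 adjusted over the list alone), and the list lay slightly lower (median -0.0554, camera, adjusted p = 0.0132, or adjusted p = 0.491 with an estimated correlation). Cytokines were not called (0 and 2 of 53, 0 and 2 adjusted over the list alone, adjusted p = 0.403), nor were antimicrobial genes (1 and 1 of 32, 4 and 4 adjusted over the list alone, adjusted p = 0.912). Interferon-responsive genes rose in 6 and fell in 0 of 47 cases, or 20 and 0 adjusted over the list alone (median 0.26, adjusted p = 1.65e-13, or adjusted p = 0.33 with an estimated correlation). The medians of these genes were similar with LAM and ETEC against the same CTRL loops, so their shift is not particular to F4. The log2 changes of ETEC and F4 correlated at −0.078, and at −0.132 with separate CTRL loops. Their covariance was −0.0024, where the shared CTRL loops alone gave 0.0039 in simulated data without any effect. Of 391 F4 calls 152 had the same sign with ETEC. The paper proposes that the dose and the exposure time of F4 were too small to start a response.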

The pattern of changes in transcriptome expression after perfusion with purified F4 fimbriae did not resemble that observed after ETEC perfusion. Oral provision of F4 fimbriae in pigs was able to stimulate immune responses in ETEC-susceptible pigs [51]. In fact, endocytosis and translocation of F4 fimbriae across the gut epithelium, with the appearance of fimbriae in the lamina propria and dome region induces protective mucosal immunity upon ETEC infection [52]. In our study, however, the dose was lower and the limited exposure time was presumably insufficient to activate a response, as compared to tests performed to assess the utility of F4 for oral vaccination of pigs [51]. Conversely, a large group of translation initiation factors and of structural components of ribosomes was found to be rich of genes down-regulated by F4, as it was observed for LAM. No other research related to the F4 specific effect on transcriptome was found in literature, except studies related to its possible use as a vaccine [51], and the down regulation of genes related to the translation machinery is difficult to be explained. Nevertheless, the present results may indicate that before the eventual raise of ETEC- specific immune response, no short-term unfavorable response at transcriptional level should be recorded upon the oral provision of F4. This may also be useful considering that F4 or similar protein structures could also be considered as a tool to protect against ETEC adhesion competitively, as already recently shown in vitro, in comparison with some galactose-binding lectin of vegetable origin [53].

## Conclusions

The present experiment evidences that two functionally distinct small intestinal states are detectable with different early encounter of microbes by the young pig. An early association with a complex microbiota is able to up-regulate gene sets related to the modulation and activation of B and T lymphocytes, when compared to an association with a simple microbiota, the effect being maintained during intestinal ETEC challenge. Furthermore, piglets early associated with a complex microbiota maintain a reduced activation of genes related to chemokine and cytokine activity after ETEC challenge. This may indicate that early microbial colonization is important for the establishment of balanced immune and inflammatory responses under both enterotoxigenic pathogen challenge and non-challenged conditions, but needs to be confirmed with further studies oriented to assess the implications for the permeability of the mucosa. Overall this implies that more attention should be given to the farming practices allowing the suckling newborn pig to experience rapid contacts with a complex microbiota and to a rapid immune programming.

Intestinal ETEC challenge powerfully affects the expression of genes already in the early infection phase, inducing strong and typical immune and inflammatory responses. Conversely the perfusion with purified ETEC F4 fimbriae is not sufficient to activate the whole inflammatory cascade induced by live ETEC bacteria, and the transcriptome results indicate that it could be well tolerated in case of oral supplementation.

The additional presence of *Lactobacillus amylovorus* in the jejunal lumen is rapidly characterized by the down-regulation of several pathways related to RNA and translation. Together with the down-regulation of gene sets related to inflammatory and immune responses and to cellular compound metabolic processing, induced by *Lactobacillus amylovorus*, this confirms the interest for this pig commensal microbe to be considered as a potential probiotic for pigs, particularly to reduce the metabolic costs of the co-habitation with gut microbiota and improve feed efficiency.

## Supporting information

S1 Fig Nodes of gene sets enriched in porcine jejunal loops perfused with enterotoxigenic *Escherichia coli* (ETEC) or ETEC F4 fimbriae (F4), at 4 to 5 weeks of age, compared to saline-perfused loops from the same subjects. Nodes represent gene-sets. Color on ring of the node represents the ETEC treatment, color on center visualizes the F4 treatment. Edges represent mutual overlap. Enrichment significance (p-value) is conveyed as node color intensity, where red is for up-regulation of ETEC or F4 treatment and blue for down-regulation. Node size represents how many genes are in the gene-set.
(TIF)

S2 Fig Nodes of gene sets enriched in porcine jejunal loops perfused with *Lactobacillus amylovorus* (LAM) or saline (CTRL) at 4 to 5 weeks of age, in pigs early associated with complex microbiota (CA) compared to simplex microbiota (SA) pigs. Nodes represent gene-sets. Color on ring of the node represents the CTRL treatment, color on center visualizes the LAM treatment. Edges represent mutual overlap. Enrichment significance (p-value) is conveyed as node color intensity, where red is for up-regulation of CTRL or LAM treatment in CA pigs, and blue for down-regulation, compared with SA pigs. Node size represents the number of genes in the gene set.
(TIF)

S1 Table Ordered list of the first twenty groups of genes up-regulated in ETEC treated loops, compared to CTRL loops. NES = normalized enrichment score; FDR = false discovery rate.
(DOCX)

S2 Table Ordered list of the first twenty groups of genes down-regulated in ETEC treated loops, compared to CTRL loops. NES = normalized enrichment score; FDR = false discovery rate.
(DOCX)

S3 Table Ordered list of the first twenty groups of genes up-regulated in LAM treated loops, compared to CTRL loops. NES = normalized enrichment score; FDR = false discovery rate.
(DOCX)

S4 Table Ordered list of the first twenty groups of genes up-regulated in F4 treated loops, compared to CTRL loops. NES = normalized enrichment score; FDR = false discovery rate.
(DOCX)

S5 Table Statistically significant genes (false discovery rate, P<0.05) for the pairwise contrast ETEC vs. CTRL, ordered for fold change. n.a.: not assigned.
(DOCX)

S6 Table Statistically significant genes (false discovery rate, P<0.05) for the pairwise contrast LAM vs. CTRL, ordered for fold change. n.a.: not assigned.
(DOCX)

S7 Table Ordered list of the first twenty groups of genes up-regulated in CA treated pigs, compared to SA pigs. NES, normalized enrichment score; FDR, false discovery rate.
(DOCX)

S8 Table Ordered list of the first twenty groups of genes up-regulated in CA treated pigs, compared to SA pigs. NES, normalized enrichment score; FDR, false discovery rate.
(DOCX)

S9 Table Ordered list of the first ten statistically significant genes (false discovery rate–FDR-, P<0.05) up-regulated in CA treated pigs, compared to SA pigs.

S10 Table List of the first fifty groups of genes up-regulated in differently treated loops, compared to CTRL loops and in CA or SA treated pigs. Up-regulated gene sets present in both CA and SA pigs inside each treatment are colored in yellow.
(DOCX)

S11 Table List of the first fifty groups of genes down-regulated in differently treated loops, compared to CTRL loops and in CA or SA treated pigs. Down-regulated gene sets present in both CA and SA pigs inside each treatment are colored in yellow.
(DOCX)

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S1 Table — NES = normalized enrichment score; FDR = false discovery rate.

**S1 Table.** **Ordered list of the first twenty groups of genes up-regulated in ETEC treated loops, compared to CTRL loops (NES, normalized enrichment score; FDR, false discovery rate).**

| NAME | SIZE | NES | FDR q-val |
| --- | --- | --- | --- |
| RNA_PROCESSING | 122 | 2.336 | 0.000 |
| RNA_SPLICING | 63 | 2.245 | 0.000 |
| PROTEASOME_COMPLEX | 18 | 2.197 | 0.000 |
| RIBONUCLEOPROTEIN_COMPLEX | 101 | 2.031 | 0.010 |
| CHEMOKINE_ACTIVITY | 28 | 2.018 | 0.009 |
| MRNA_PROCESSING_GO_0006397 | 45 | 1.993 | 0.012 |
| CHEMOKINE_RECEPTOR_BINDING | 29 | 1.967 | 0.015 |
| JAK_STAT_CASCADE | 29 | 1.964 | 0.013 |
| CYTOKINE_ACTIVITY | 82 | 1.946 | 0.015 |
| LOCOMOTORY_BEHAVIOR | 68 | 1.925 | 0.018 |
| RESPONSE_TO_BIOTIC_STIMULUS | 86 | 1.925 | 0.016 |
| PEPTIDYL_AMINO_ACID_MODIFICATION | 54 | 1.916 | 0.016 |
| DEFENSE_RESPONSE | 180 | 1.901 | 0.020 |
| MRNA_METABOLIC_PROCESS | 53 | 1.897 | 0.019 |
| ESTABLISHMENT_OF_ORGANELLE_LOCALIZATION | 15 | 1.897 | 0.018 |
| G_PROTEIN_COUPLED_RECEPTOR_BINDING | 37 | 1.891 | 0.018 |
| INFLAMMATORY_RESPONSE | 97 | 1.880 | 0.019 |
| RESPONSE_TO_WOUNDING | 146 | 1.874 | 0.019 |
| PROTEIN_FOLDING | 48 | 1.854 | 0.024 |
| NUCLEAR_CHROMOSOME | 43 | 1.849 | 0.024 |

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S2 Table — NES = normalized enrichment score; FDR = false discovery rate.

**S2 Table. Ordered list of the first twenty groups of genes down-regulated in ETEC treated loops, compared to CTRL loops (NES, normalized enrichment score; FDR, false discovery rate).**

| NAME | SIZE | NES | FDR q-val |
| --- | --- | --- | --- |
| SECONDARY_ACTIVE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY | 37 | -2.111 | 0.003 |
| SPHINGOLIPID_METABOLIC_PROCESS | 23 | -1.974 | 0.020 |
| LIGAND_DEPENDENT_NUCLEAR_RECEPTOR_ACTIVITY | 22 | -1.957 | 0.019 |
| ORGANIC_ACID_METABOLIC_PROCESS | 144 | -1.945 | 0.017 |
| CARBOXYLIC_ACID_METABOLIC_PROCESS | 143 | -1.917 | 0.021 |
| AMINO_ACID_AND_DERIVATIVE_METABOLIC_PROCESS | 80 | -1.899 | 0.023 |
| SYMPORTER_ACTIVITY | 25 | -1.889 | 0.023 |
| LIPID_TRANSPORT | 22 | -1.857 | 0.031 |
| PEROXISOME | 37 | -1.836 | 0.036 |
| MICROBODY | 37 | -1.833 | 0.034 |
| NITROGEN_COMPOUND_METABOLIC_PROCESS | 123 | -1.802 | 0.047 |
| LIPID_METABOLIC_PROCESS | 234 | -1.802 | 0.043 |
| OXIDOREDUCTASE_ACTIVITY_ACTING_ON_THE_ALDEHYDE_OR_OXO_GROUP_OF_DONORS | 16 | -1.785 | 0.049 |
| ACTIVE_TRANSMEMBRANE_TRANSPORTER_ACTIVITY | 98 | -1.782 | 0.047 |
| CELLULAR_LIPID_METABOLIC_PROCESS | 184 | -1.780 | 0.045 |
| COFACTOR_BINDING | 22 | -1.776 | 0.044 |
| AMINE_METABOLIC_PROCESS | 113 | -1.776 | 0.042 |
| REGULATION_OF_NEUROTRANSMITTER_LEVELS | 21 | -1.757 | 0.049 |
| COENZYME_BINDING | 16 | -1.754 | 0.048 |
| AMINO_ACID_METABOLIC_PROCESS | 65 | -1.752 | 0.046 |

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S3 Table — NES = normalized enrichment score; FDR = false discovery rate.

**S3 Table.** **Ordered list of the first twenty groups of genes down-regulated in LAB treated loops, compared to CTRL loops (NES, normalized enrichment score; FDR, false discovery rate).**

| NAME | SIZE | NES | FDR q-val |
| --- | --- | --- | --- |
| STRUCTURAL_CONSTITUENT_OF_RIBOSOME | 56 | -2.471 | 0.000 |
| RIBONUCLEOPROTEIN_COMPLEX_BIOGENESIS_AND_ASSEMBLY | 58 | -2.258 | 0.000 |
| TRANSLATION | 131 | -2.172 | 0.001 |
| RIBOSOME_BIOGENESIS_AND_ASSEMBLY | 14 | -2.148 | 0.001 |
| TRNA_METABOLIC_PROCESS | 16 | -2.050 | 0.007 |
| RRNA_METABOLIC_PROCESS | 12 | -2.030 | 0.008 |
| CELLULAR_BIOSYNTHETIC_PROCESS | 241 | -1.990 | 0.013 |
| TRANSLATION_INITIATION_FACTOR_ACTIVITY | 17 | -1.890 | 0.053 |
| REGULATION_OF_CELLULAR_COMPONENT_ORGANIZATION_AND_BIOGENESIS | 93 | -1.880 | 0.053 |
| RNA_BINDING | 190 | -1.857 | 0.063 |
| NUCLEOLAR_PART | 14 | -1.854 | 0.059 |
| REGULATION_OF_CELLULAR_PROTEIN_METABOLIC_PROCESS | 121 | -1.839 | 0.064 |
| NEGATIVE_REGULATION_OF_CELLULAR_PROTEIN_METABOLIC_PROCESS | 36 | -1.809 | 0.087 |
| TRANSLATIONAL_INITIATION | 25 | -1.788 | 0.103 |
| STRUCTURAL_MOLECULE_ACTIVITY | 180 | -1.773 | 0.114 |
| RNA_PROCESSING | 122 | -1.766 | 0.114 |
| NUCLEOLUS | 98 | -1.763 | 0.109 |
| LIGASE_ACTIVITY_FORMING_CARBON_OXYGEN_BONDS | 12 | -1.758 | 0.109 |
| NEGATIVE_REGULATION_OF_PROTEIN_METABOLIC_PROCESS | 39 | -1.757 | 0.105 |
| RIBONUCLEASE_ACTIVITY | 15 | -1.754 | 0.104 |

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S4 Table — NES = normalized enrichment score; FDR = false discovery rate.

**S4 Table.** **Ordered list of the first twenty groups of genes down-regulated in F4 treated loops, compared to CTRL loops (NES, normalized enrichment score; FDR, false discovery rate).**

| NAME | SIZE | NES | FDR q-val |
| --- | --- | --- | --- |
| RIBONUCLEOPROTEIN_COMPLEX_BIOGENESIS_AND_ASSEMBLY | 58 | -2.343 | 0.000 |
| TRANSLATION | 131 | -2.163 | 0.003 |
| TRANSLATION_FACTOR_ACTIVITY_NUCLEIC_ACID_BINDING | 27 | -2.116 | 0.003 |
| TRANSLATION_REGULATOR_ACTIVITY | 28 | -2.104 | 0.003 |
| CELLULAR_BIOSYNTHETIC_PROCESS | 241 | -2.087 | 0.004 |
| NEGATIVE_REGULATION_OF_CELLULAR_PROTEIN_METABOLIC_PROCESS | 36 | -2.073 | 0.004 |
| NEGATIVE_REGULATION_OF_PROTEIN_METABOLIC_PROCESS | 39 | -2.068 | 0.004 |
| RNA_PROCESSING | 122 | -2.046 | 0.005 |
| PROTEIN_RNA_COMPLEX_ASSEMBLY | 43 | -2.022 | 0.005 |
| NUCLEOLUS | 98 | -2.020 | 0.005 |
| STRUCTURAL_CONSTITUENT_OF_RIBOSOME | 56 | -1.997 | 0.006 |
| TRANSLATIONAL_INITIATION | 25 | -1.997 | 0.006 |
| REGULATION_OF_CELLULAR_PROTEIN_METABOLIC_PROCESS | 121 | -1.996 | 0.005 |
| TRNA_METABOLIC_PROCESS | 16 | -1.991 | 0.006 |
| TRANSLATION_INITIATION_FACTOR_ACTIVITY | 17 | -1.966 | 0.009 |
| REGULATION_OF_TRANSLATIONAL_INITIATION | 19 | -1.948 | 0.011 |
| REGULATION_OF_TRANSLATION | 69 | -1.948 | 0.010 |
| RIBONUCLEOPROTEIN_COMPLEX | 101 | -1.926 | 0.013 |
| REGULATION_OF_PROTEIN_METABOLIC_PROCESS | 131 | -1.899 | 0.017 |
| NEGATIVE_REGULATION_OF_BIOSYNTHETIC_PROCESS | 23 | -1.844 | 0.033 |

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S5 Table — n.a.: not assigned.

**S5 Table.** **Statistically significant genes (false discovery rate, P<0.05) for the pairwise contrast ETEC vs. CTRL, ordered for fold change.** n.a.: not assigned.

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S6 Table — n.a.: not assigned.

**S6 Table.** **Statistically significant genes (false discovery rate, P<0.05) for the pairwise contrast LAM vs. CTRL, ordered for fold change.** n.a.: not assigned.

| Transcript Cluster ID | ETEC, Signal (log2) | CTRL, Signal (log2) | Fold Change (linear) | FDR p-value (ETEC vs. CONTR) | Gene Symbol | Description |
| --- | --- | --- | --- | --- | --- | --- |
| 15237491 | 8.15 | 3.45 | 25.99 | 0.0030 | CPO | carboxypeptidase O |
| 15202657 | 10.11 | 5.88 | 18.73 | 0.0022 | CUBN | Cubilin |
| 15339349 | 10 | 6.92 | 8.5 | 0.0006 | SLC26A3 | Solute Carrier Family 26 (Anion Exchanger), Member 3 |
| 15276954 | 8.13 | 5.41 | 6.59 | 0.0013 | PLB1 | phospholipase B1 |
| 15213125 | 9.47 | 7.18 | 4.86 | 0.0004 | TMIGD1 | Transmembrane And Immunoglobulin Domain Containing 1 |
| 15197361 | 10.49 | 9.28 | 3.9 | 0.0005 | SLC1A1 | solute carrier family 1 (neuronal/epithelial high affinity glutamate transporter, system Xag), member 1 |
| 15283677 | 9.56 | 7.67 | 3.8 | 0.0005 | CA13 | carbonic anhydrase 13 |
| 15208561 | 7.7 | 5.77 | 3.8 | 0.0005 | CA4 | carbonic anhydrase IV |
| 15210657 | 8.11 | 6.18 | 3.8 | 0.0014 | OTOP2 | otopetrin-2 |
| 15294332 | 7.38 | 5.48 | 3.74 | 0.0004 | CPNE8 | copine VIII |
| 15212503 | 7.7 | 5.77 | 3.71 | 0.0005 | CA4 | carbonic anhydrase IV |
| 15243024 | 5.98 | 4.34 | 3.49 | 0.0004 | RNF180 | ring finger protein 180 |
| 15351067 | 9.19 | 7.47 | 3.29 | 0.0019 | DPEP1 | Dipeptidase 1 (Renal) |
| 15343511 | 7.97 | 6.17 | 3.11 | 0.0004 | CPNE8 | copine VIII |
| 15197472 | 6.87 | 5.42 | 2.74 | 0.0008 | TMEM252 | Transmembrane Protein 252 |
| 15233419 | 6.35 | 4.96 | 2.63 | 0.0069 | PPP1R3C | protein phosphatase 1 regulatory subunit 3C-like |
| 15186351 | 6.13 | 4.82 | 2.49 | 0.0018 | DUOX2 | dual oxidase 2 |
| 15350677 | 5.2 | 3.89 | 2.48 | 0.0041 | n.a. |  |
| 15227049 | 4.85 | 3.56 | 2.44 | 0.0029 | C10orf99 | chromosome 10 open reading frame 99 |
| 15250897 | 10.47 | 9.19 | 2.42 | 0.0312 | SLC13A1 | solute carrier family 13 (sodium/sulfate symporters), member 1 |
| 15301752 | 8.25 | 7 | 2.37 | 0.0006 | CHST4 | carbohydrate sulfotransferase 4-like |
| 15344585 | 6.6 | 5.38 | 2.33 | 0.0009 | TMEM61 | Transmembrane Protein 61 |
| 15338140 | 8.2 | 6.24 | 2.32 | 0.0005 | XPNPEP2 | X-prolyl aminopeptidase (aminopeptidase P) 2, membrane-bound |
| 15337135 | 6.93 | 5.72 | 2.31 | 0.0005 | EDA | ectodysplasin-A |
| 15268302 | 7.32 | 6.22 | 2.15 | 0.0030 | CCL24 | chemokine ligand 24-like protein |
| 15334332 | 5.17 | 4.07 | 2.15 | 0.0064 | SATL1 | Spermidine/Spermine N1-Acetyl Transferase-Like 1 |
| 15195879 | 7.05 | 5.99 | 2.09 | 0.0107 | RNF152 | ring finger protein 152 |
| 15183888 | 5.98 | 4.93 | 2.07 | 0.0102 | n.a. |  |
| 15240786 | 7.17 | 6.13 | 2.06 | 0.0015 | SATB2 | DNA-binding protein SATB2 |
| 15342421 | 4.52 | 3.51 | 2.01 | 0.0177 | n.a. |  |
| 15222738 | 7.32 | 8.6 | -2.01 | 0.0050 | PRSS7 | transmembrane protease, serine 15 |
| 15226312 | 4.56 | 5.61 | -2.06 | 0.0030 | PHYHIPL | phytanoyl-CoA 2-hydroxylase interacting protein |
| 15278644 | 3.28 | 4.39 | -2.15 | 0.0251 | CALB1 | calbindin 1, 28kDa |
| 15310539 | 4.09 | 5.22 | -2.19 | 0.0140 | HOMER2 | Homer Scaffolding Protein 2 |
| 15350529 | 5.29 | 6.49 | -2.31 | 0.0046 | CYP2C36 | cytochrome P450 2C36 |
| 15348027 | 5.55 | 6.79 | -2.36 | 0.0121 | n.a. |  |
| 15341561 | 6.19 | 7.19 | -2.42 | 0.0050 | TNFSF15 | Tumor Necrosis Factor (Ligand) Superfamily, Member 15 |
| 15351227 | 6.77 | 8.37 | -3.05 | 0.0120 | FOLH1 | Folate Hydrolase (Prostate-Specific Membrane Antigen) 1 |
| 15227776 | 7.59 | 9.26 | -3.17 | 0.0049 | CYP2C49 | cytochrome P450 2C49 |

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S7 Table — NES, normalized enrichment score; FDR, false discovery rate.

**S7 Table.** **Ordered list of the first twenty groups of genes up-regulated in CA treated pigs, compared to SA pigs (NES, normalized enrichment score; FDR, false discovery rate).**

| NAME | SIZE | NES | FDR q-val |
| --- | --- | --- | --- |
| T_CELL_ACTIVATION | 38 | 2.455 | 0.000 |
| LYMPHOCYTE_ACTIVATION | 49 | 2.366 | 0.000 |
| LEUKOCYTE_ACTIVATION | 55 | 2.301 | 0.000 |
| IMMUNE_RESPONSE | 179 | 2.299 | 0.000 |
| POSITIVE_REGULATION_OF_IMMUNE_SYSTEM_PROCESS | 41 | 2.293 | 0.000 |
| IMMUNE_SYSTEM_PROCESS | 256 | 2.266 | 0.000 |
| CELLULAR_DEFENSE_RESPONSE | 36 | 2.246 | 0.000 |
| REGULATION_OF_IMMUNE_SYSTEM_PROCESS | 52 | 2.221 | 0.000 |
| CELL_ACTIVATION | 60 | 2.175 | 0.000 |
| T_CELL_DIFFERENTIATION | 15 | 2.148 | 0.000 |
| POSITIVE_REGULATION_OF_MULTICELLULAR_ORGANISMAL_PROCESS | 54 | 2.128 | 0.001 |
| POSITIVE_REGULATION_OF_IMMUNE_RESPONSE | 24 | 2.127 | 0.001 |
| REGULATION_OF_T_CELL_ACTIVATION | 25 | 2.122 | 0.001 |
| REGULATION_OF_LYMPHOCYTE_ACTIVATION | 29 | 2.104 | 0.001 |
| REGULATION_OF_IMMUNE_RESPONSE | 28 | 2.093 | 0.001 |
| ADAPTIVE_IMMUNE_RESPONSE | 21 | 2.069 | 0.002 |
| ADAPTIVE_IMMUNE_RESPONSE_GO_0002460 | 20 | 2.050 | 0.003 |
| ACTIVATION_OF_IMMUNE_RESPONSE | 14 | 2.042 | 0.003 |
| POSITIVE_REGULATION_OF_T_CELL_ACTIVATION | 18 | 2.025 | 0.003 |
| POSITIVE_REGULATION_OF_LYMPHOCYTE_ACTIVATION | 19 | 2.015 | 0.003 |

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S8 Table — NES, normalized enrichment score; FDR, false discovery rate.

**S8 Table.** **Ordered list of the first twenty groups of genes up-regulated in SA treated pigs, compared to CA pigs (NES, normalized enrichment score; FDR, false discovery rate).**

| NAME | SIZE | NES | FDR q-val |
| --- | --- | --- | --- |
| ELECTRON_TRANSPORT_GO_0006118 | 43.000 | -2.064 | 0.000 |
| HETEROCYCLE_METABOLIC_PROCESS | 21.000 | -1.976 | 0.002 |
| ISOMERASE_ACTIVITY | 30.000 | -1.968 | 0.000 |
| OXIDOREDUCTASE_ACTIVITY_ACTING_ON_THE_CH_CH_GROUP_OF_DONORS | 18.000 | -1.959 | 0.000 |
| COENZYME_METABOLIC_PROCESS | 31.000 | -1.925 | 0.000 |
| FATTY_ACID_OXIDATION | 15.000 | -1.912 | 0.002 |
| COFACTOR_METABOLIC_PROCESS | 44.000 | -1.906 | 0.000 |
| AROMATIC_COMPOUND_METABOLIC_PROCESS | 23.000 | -1.867 | 0.002 |
| S_ADENOSYLMETHIONINE_DEPENDENT_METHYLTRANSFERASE_ACTIVITY | 17.000 | -1.846 | 0.000 |
| AMINO_ACID_CATABOLIC_PROCESS | 20.000 | -1.834 | 0.004 |
| AMINE_CATABOLIC_PROCESS | 20.000 | -1.815 | 0.002 |
| MITOCHONDRION | 268.000 | -1.807 | 0.000 |
| AMINO_ACID_METABOLIC_PROCESS | 65.000 | -1.797 | 0.000 |
| STEROID_BIOSYNTHETIC_PROCESS | 21.000 | -1.788 | 0.002 |
| CARBOXYLIC_ACID_METABOLIC_PROCESS | 143.000 | -1.788 | 0.000 |
| ACTIN_FILAMENT_BUNDLE_FORMATION | 12.000 | -1.780 | 0.004 |
| ACTIN_FILAMENT | 13.000 | -1.773 | 0.006 |
| ORGANIC_ACID_METABOLIC_PROCESS | 144.000 | -1.771 | 0.000 |
| ACTIN_FILAMENT_BINDING | 21.000 | -1.767 | 0.007 |
| PROTEASOME_COMPLEX | 18.000 | -1.761 | 0.004 |

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S9 Table

**S9 Table 9.** **Ordered list of the 10 first statistically significant genes (false discovery rate – FDR-, P<0.05) up-regulated in CA treated pigs, compared to SA pigs.**

| Transcript Cluster ID | CA, Signal (log2) | SA, Signal (log2) | Fold Change (linear) | FDR p-value (CA vs. SA) | Gene Symbol | Description |
| --- | --- | --- | --- | --- | --- | --- |
| 15208652 | 8.82 | 8.2 | 1.53 | 1.7E-05 | CCL5 | Chemokine (C-C motif) ligand 5 |
| 15218187 | 6.39 | 5.68 | 1.63 | 2.2E-05 | CD96 | CD96 molecule |
| 15326058 | 8.48 | 7.94 | 1.45 | 8.8E-05 | CD3E | CD3e molecule, epsilon (CD3-TCR complex) |
| 15222505 | 7.62 | 7.02 | 1.52 | 1.8E-04 | TRAT1 | T-cell receptor-associated transmembrane adapter 1-like |
| 15351011 | 5.56 | 5.09 | 1.39 | 5.4E-04 | C4BPA | Complement Component 4 Binding Protein, Alpha |
| 15213398 | 6.65 | 6.17 | 1.39 | 6.9E-04 | ITGAE | Integrin, alpha E - antigen CD103 - human mucosal lymphocyte antigen 1; alpha polypeptide |
| 15286118 | 8.15 | 7.71 | 1.36 | 8.1E-04 | CD2 | CD2 molecule |
| 15205316 | 6.95 | 6.28 | 1.59 | 1.1E-03 | TBC1D4 | TBC1 domain family member 4-like |
| 15324771 | 4.97 | 4.38 | 1.51 | 1.2E-03 | ZNF215 | Zinc Finger Protein 215 |
| 15215162 | 6.25 | 5.85 | 1.32 | 1.3E-03 | CCR9 | Chemokine (C-C motif) receptor 9 |

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S10 Table — Up-regulated gene sets present in both CA and SA pigs inside each treatment are colored in yellow.

**S10 Table. List of the first fifty groups of genes up-regulated in differently treated loops, compared to CTRL loops and in CA or SA treated pigs.** Up-regulated gene sets present in both CA and SA pigs inside each treatment are colored in yellow.

# Supplementary material for: Molecular networks affected by neonatal microbial colonization in porcine jejunum, luminally perfused with enterotoxigenic Escherichia coli, F4ac fimbria or Lactobacillus amylovorus
**Source:** PLoS One. 2018 Aug 30;13(8):e0202160. doi: 10.1371/journal.pone.0202160
**Supplement:** S11 Table — Down-regulated gene sets present in both CA and SA pigs inside each treatment are colored in yellow.

**S11 Table.** **List of the first fifty groups of genes down-regulated in differently treated loops, compared to CTRL loops and in CA or SA treated pigs.** Down-regulated gene sets present in both CA and SA pigs inside each treatment are colored in yellow.

How the deposited data were processed for this re-analysis (not part of the article)

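The measured material is RNA from jejunal loops of 12 caesarean-derived pigs, 6 with the complex (CA) and 6 with the simple association (SA), from 7 litters. Each pig gave 4 loops perfused for 8 h with saline (CTRL), live ETEC, F4 fimbriae or LAM, and each loop was hybridized to 1 array, so 48 arrays were used. The labels of the samples give the pig, the association and the perfusion of every array. The associations were housed in separate rooms, so association and room cannot be told apart. The order in which the loops of a pig were placed along the jejunum was not found in the paper.

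The values are signal intensities per transcript cluster. As deposited by the authors, the intensity values had been background-corrected, normalized and summarized with RMA in Expression Console, which was done before the files were made available. The paper speaks of log2-transformed records, but the deposited intensities are on a linear scale. They run from 2.75 to 6517, and 100% of them lie within 0.001 of a hundredth after taking log2. The log2 was therefore taken of every value, which gives 1.46 to 12.67. No further normalization was applied. All 27558 clusters of the table were tested, of which 637 hold the same values as another cluster on all arrays. The lowest correlation between any 2 arrays was 0.948. For arrays, the number of pigs and the spread between them limit the precision.

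Gene symbols come from the annotation of the platform, in which 11974 clusters have 1 symbol, 373 have several and 15211 are not listed. Clusters with several symbols were not named. Symbols of 7 clusters were updated through their Entrez ID. S5, S6 and S9 Tables of the paper named 77 unlisted clusters and 5 that carry only a LOC number. These are human gene names that the authors had assigned through Sus scrofa Ensembl. No symbol for TFF3, DPEP2, RPL21, VDR, IL1RN or TBP was found in the tables used. For a gene list with several clusters per gene, the cluster with the highest mean signal was taken. For single genes that the paper names, the cluster of its tables was taken where there is one.

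Each perfusion was compared with CTRL in the 24 arrays of the 2 loops with limma 3.58.1 in R 4.3.3, with pig as a fixed block and empirical Bayes moderation with a constant prior. The pairing rests on the labels, as the 4 loops come from 1 animal. It was checked on the values: deviations from the group means correlated at 0.333 on average between loops of a pig (0.234 to 0.423), at −0.026 between pigs of a litter and at −0.047 between litters, and 45 of 48 arrays were closest to an array of the same pig. The same comparisons were made within the 6 CA and the 6 SA pigs, and the responses of the associations were compared through the interaction. CA and SA were compared over all loops with pig as a random block (correlation 0.225), and within each loop with 1 array per pig. P-values were adjusted by Benjamini and Hochberg over all clusters, and changes were called at an adjusted p under 0.05. Clusters over 2-fold were counted apart. Single genes were also tested per pig, with an exact sign-flip test of the 12 differences or an exact permutation test of 6 pigs against 6, two-sided, and adjusted over a family of 32 genes. The paper had named these genes on the same pigs, a choice that the adjustment does not cover. The smallest p these tests can give is 0.000488 for 12 pigs, 0.0312 for 6 and 0.00216 for 6 against 6.

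The genes named beside the counts are the 10 largest called rises and the 10 largest called falls among clusters with 1 symbol that moved the same way in all pigs (for CA against SA, whose means of the 6 CA and 6 SA pigs do not overlap), with the genes that the paper names and the largest changes within each list. The values of S5, S6 and S9 Tables had been seen when this rule and the lists of distal and proximal intestinal genes were written. In all, 57 gene lists were drawn up from general knowledge, 3 of which repeat the T cell, distal and proximal lists without the genes of the paper's tables, each with at least 5 measured members, and their names stand with their results. They were tested with camera of limma at a preset correlation of 0.01, which sets the members against all other genes. Camera was run again with the correlation estimated from the arrays, and the rotation test fry asks whether the members move at all. The p-values were adjusted over the lists of a comparison. After the values had been seen, exact permutation tests of the mean of the members per pig were added for 8 comparisons of the associations, adjusted over the 57 lists. In these comparisons the members of a list were averaged on the log2 scale.

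As the same CTRL loops enter the comparisons of ETEC, F4 and LAM, correlations and covariances between these changes were set against 100 simulated data sets with no effect and against a version in which the CTRL loops were divided between the pigs. Without an effect the simulated correlation is fixed by the design. Real changes widen the spread, so only the covariances compare directly with the simulated ones. For the counts of clusters, pigs or loop labels were regrouped 100 times, or 32 times within 6 pigs. The tests were run on simulated data in which 200 of 27558 clusters were given a known change. For ETEC against CTRL in all pigs, 83.5%, 99% and 100% were recovered at log2 changes of 0.5, 1 and 2, with 9, 13 and 5 false calls. In the 6 CA pigs the shares were 33.5%, 93.5% and 99.5%, and for CA against SA in CTRL loops 33.5%, 90.5% and 99.5%. For CA against SA over all loops they were 88.5%, 100% and 100%, but with 83, 109 and 101 false calls. A list of 40 genes shifted by 0.3 was called by all 3 list tests, and 0 of the other lists were. The simulated genes varied independently of each other. This run therefore cannot show how the list tests behave where genes are correlated, as in the real lists.

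Alternatives set before the data were examined were a fit without the block, one fit of all 48 arrays, a paired t-test per transcript as in the paper's methods, empirical Bayes with trend and robust estimation, leaving out the dimmest 40% of the clusters (16535 kept), quantile normalization, centring each array on its median, counting identical clusters once, litter as a block, the mean of the 4 loops per pig, the mean of the clusters of a gene, and leaving out each pig in turn. Added after the values had been seen were Tukey biweight averages of each group, LAM loops against F4 loops, leaving out pig 4 or pig 8 for lists, T cell genes outside the paper's tables against B cell genes and without pig 8, and for the counts in CA pigs, and list tests on the mean per pig. Principal components of the log2 values were computed as a check. Figures were drawn with Python 3.11.15.

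The gene set enrichment of the paper was not repeated, and its gene sets were not used here. The RT-qPCR values and the probe-level files were not analysed here.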

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

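All tests of explanations in this part, and the comparison of LAM with F4 loops, were chosen after the result was seen. A sample far from the others of its group was looked for in 52 groups and found in 9, while chance alone flags about 1 in 20 groups.

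The ETEC loop of pig 4, a CA pig, lay far from the other pigs in the size of its response. Projected on the ETEC change of the other pigs, it had a slope of 0.04, where the other CA pigs had 0.88 to 1.11. REG3G (the dimmest of its 3 clusters) in the ETEC loop of this pig was 8.25, against 9.26 to 9.8 in the other CA pigs, and IL22 in its CTRL loop was 6.22, against 2.97 to 3.98. The tables argue against a swap of loops within pig 4, since the largest absolute slope of its F4 and LAM loops was 0.21 (both slopes were below 0) and the lowest ETEC slope of another pig 0.732. They also argue against an array of another pig, as its ETEC array correlated at 0.577 with the other loops of pig 4 and at most at 0.359 with another pig. A pig that did not respond to the strain (slope 0.039, median of the others 1.088) remains open, because a failed perfusion of the loop would look the same.

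F4 loops had 391 changed transcripts, and only 14 differed between LAM and F4 loops. The shared CTRL loops are not the whole cause of this likeness, as the correlation of the changes was still 0.417 with separate CTRL loops. Loops that lay at another place along the jejunum than the CTRL loops may be part of the cause. Distal genes outside the paper's tables were higher in LAM loops by the rotation test (adjusted p = 0.00442), a test that could have come out the other way. They were not called with an estimated correlation (adjusted p = 0.103 with LAM and 0.164 with F4), and proximal genes outside the tables were not either (0.348 and 0.45). The distal list holds genes higher toward the ileum and colon, so it is no direct measure of a place within the jejunum. A response common to both perfusates stays open beside it, since the order of the loops is not known here and 14 differing transcripts leave little to tell the perfusates apart.

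T cell genes were far higher in pig 8, at a mean of 6.37, than in the other CA pigs (5.63 to 5.68). More lymphoid follicles in the CA samples are not the whole cause of the difference between the associations, as the 48 T cell genes outside the paper's tables minus B cell genes also differed, at −0.257 ± 0.073 in CA and −0.421 ± 0.082 in SA pigs (exact permutation test, two-sided p = 0.00216). Nor is pig 8 alone the cause, since without it the remaining 5 CA pigs all lay above the SA pigs in these 48 genes (exact permutation test, two-sided p = 0.00433). Without pig 8 CA exceeded SA pigs by 0.166 on the log2 scale, less than with it. The paper had found T cell sets higher in these same pigs, so the 48 genes are no independent evidence. More or more active T cells with the complex association may explain the difference between the associations (exact permutation test, two-sided p = 0.00216 with all 12 pigs), but the 2 associations lived in different rooms and cannot be told apart from them.

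The median log2 signal of an array was 4.74 in the ETEC loop of pig 3, against 4.91 to 5.01 in the other CA pigs, and 4.82 in the ETEC loop of pig 9, against 4.9 to 4.92 in the other SA pigs. IL22 was 4.08 in the CTRL loop of pig 10 (2.7 to 3.15 in the other SA pigs), 5.38 in the ETEC loop of pig 2 (7.55 to 8.61) and 4.15 in the F4 loop of pig 6 (2.92 to 3.14).

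The responses of CA and SA pigs differed in 20 lists for ETEC, in 8 for F4 and in 8 for LAM by camera on the interaction, and in 0 by an estimated correlation or the rotation test. Interferon-induced genes, which the paper does not discuss for F4, had a median log2 change of 0.26 in F4 loops (adjusted p = 0.0966 with the rotation test). Their medians were similar in LAM and ETEC loops against the same CTRL loops, so the shift is not particular to F4. Sterol biosynthesis genes had a median of 0.237 in LAM loops (adjusted p = 0.103 with an estimated correlation).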

How the results depend on the processing

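The tests of LAM against F4 loops, of Tukey biweight averages, of lists without pig 4 or pig 8 or on means per pig, of T cell genes outside the paper's tables without pig 8 or against B cell genes, and of CA pigs without pig 4 were added after the results were seen, and the other alternatives were set before. No result that was called reversed its direction under any alternative. Where a value below differs, the cause was not tested, and the precision is limited by the number of pigs and their spread.

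Leaving out the block by pig changed 173 results from called to not called and 13 the other way, while 657 kept their side of the threshold. It left 2 transcripts for F4 (0 over 2-fold), 149 for LAM, 499 for ETEC in CA pigs (128 over 2-fold), 0 and 1 for F4 in CA and SA pigs (0 and 0 over 2-fold) and 1 and 0 for LAM (0 and 0 over 2-fold). For CA against SA over all loops it gave 172, as if the loops of a pig were independent. Of the single genes the paper names, it left 0 called with F4 and 5 with LAM.

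One fit of all 48 arrays called 190 transcripts for F4. Fitting the associations together gave 2695 for ETEC, 78 for F4 (17 over 2-fold) and 172 for LAM in CA pigs, and 110 for LAM in SA pigs. Without pig 4 the ETEC response of CA pigs had 2676 transcripts (361 over 2-fold). LAM loops differed from F4 loops in 14.

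CA against SA over all loops gave 0 transcripts with limma on the mean per pig (0 over 2-fold, 1061 at unadjusted p under 0.05) and 0 with litter as a block (0 over 2-fold, 1546 at unadjusted p under 0.05). As several litters held only 1 pig, the fit with litter rests on few pigs and says little about an effect of litter. None was over 2-fold with quantile normalization (0) or Tukey biweight averages (0). Without 1 pig at a time the count ran from 19 to 64, and 0 to 6 were over 2-fold, with 64 and 6 without pig 3. A model of 8 group means over all arrays called 3 in CTRL, 189 in ETEC and 3 in F4 loops.

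Called lists fell to 0 for ETEC, 1 for F4, 1 for LAM, 2 for CA against SA and 0, 0 and 0 for the responses to ETEC, F4 and LAM with an estimated correlation. The rotation test called 16 for F4, 2 for CA against SA and 0, 0 and 0 for the responses. With an estimated correlation on means per pig 0 lists differed between CA and SA. The ETEC response differed in 8 lists without pig 4. Proximal markers kept medians of −0.108 with F4 and −0.162 with LAM but were not called with an estimated correlation (adjusted p = 0.226 and 0.103).

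With the CTRL loops divided between the pigs, changes correlated at −0.132 for ETEC and F4, −0.099 for ETEC and LAM and 0.417 for F4 and LAM.

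Leaving out each pig in turn gave 5445 to 7006 transcripts for ETEC (265 to 399 over 2-fold), 273 to 397 for F4 (18 to 21) and 455 to 633 for LAM (31 to 37), and 0 in every case for the responses of CA against SA. Quantile normalization kept 659 results on their side of the threshold and moved 13, centring on the median kept 651, trend and robust estimation 533, leaving out dim transcripts 635, and the paired t-test of the methods 483, with 58 no longer called.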

Differences from the paper's values

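The adjusted p of MYD88 for ETEC against CTRL is 0.003 in the paper and 0.00123 here. Among the alternatives set before the data were examined, the paired t-test of the methods (0.00334) and the fits without pig 1, 2, 3, 5, 6, 7, 8, 9, 10, 11 or 12 (0.00227 to 0.00377) come within 1.5 times of the paper's value. Leaving out dim transcripts (0.000823), no block (0.000404), all 48 arrays (7.78e-07), trend and robust estimation (0.000689), quantile normalization (0.000753), median centring (0.00148), identical transcripts once (0.00121) and leaving out pig 4 (4.64e-05) do not.

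All 328 transcripts of S5 Table and all 39 of S6 Table change in the same direction here and are called at an adjusted p under 0.05, 281 and 30 of them over 2-fold. The 10 of S9 Table do so as well, with none (0) over 2-fold. Tukey biweight averages, added after the values were seen, come within 0.02 of the difference of the listed signals for every one of these transcripts. In S6 Table the listed folds of SLC1A1 and XPNPEP2, of RNF180 and CPNE8, and of PRSS7 and TNFSF15 are not the differences of their own signals. S100A9 is listed in S5 Table with a false discovery rate of 0.0719, above the stated threshold, and has an adjusted p of 0.0286 here.

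The paper names BCO2 and SLC13A2 among the genes with the greatest falls after ETEC, while BCO1 (−2.67) and SLC13A1 (−2.65) fell more here than BCO2 (−0.36) and SLC13A2 (−0.94), as in S5 Table. It names DPEP2 in the Discussion where the Results and S6 Table have DPEP1, which changed by 1.27 here.

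The paper describes lower translation sets after LAM as starting from EIF3A, which was not called here (−0.20, adjusted p = 0.0891). One fit of all 48 arrays (adjusted p = 0.015), the fit without pig 11 and the exact sign-flip test adjusted over 32 genes (0.0191) do call EIF3A. The list of initiation factors is lower by camera, but was not called with an estimated correlation. For F4 the adjusted p of EIF3A was 0.0692, and leaving out dim transcripts (0.0464), trend and robust estimation (0.0411), the fit without pig 10 (0.0279) and the exact test (0.0125) call it.

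It names CD4 and SLA2 among the genes higher in CA pigs. CD4 was not called here under any setting run (0.29, adjusted p = 0.811). SLA2 (0.41, adjusted p = 0.0542) is called without the block, with quantile normalization or median centring, without pig 3 and by the exact permutation test (0.00989). CD2 and CD3D were called.

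The paper finds inflammatory, cytokine and RNA processing sets lower after LAM. The lists used here were not called by camera at an adjusted p under 0.05, although their medians were negative. The adjusted p was 0.0944 for the inflammatory response, 0.162 for cytokines and 0.116 for RNA splicing. These values lie under the paper's own, looser limit for the false discovery rate of gene sets. RNA splicing is also only a part of RNA processing. Ribosome assembly genes lay lower after LAM by camera, but were not called with an estimated correlation. It finds chemokine and cytokine sets lower in ETEC loops and higher in CTRL loops of CA pigs. Per pig, neither passed the test after adjustment over the lists, with adjusted p = 0.609 and 0.296 in ETEC loops and differences of 0.075 and 0.03 in CTRL loops. MYD88 is described as equally raised by ETEC in both associations. It was called in SA pigs (adjusted p = 0.00944) but not in CA pigs (adjusted p = 0.14). Its changes were alike, at 0.387 in SA and 0.328 in CA pigs, and their difference did not pass limma's test (-0.058, adjusted p = 0.957). The missing call in CA pigs therefore does not show that the associations differ.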

Other observations

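Some transcripts of sterol synthesis rose in LAM loops. FDPS, which condenses isoprenoid units, rose by 0.39 on the log2 scale in the 12 pigs, SQLE, which oxidizes squalene, by 0.36, and MVK, an early enzyme of the pathway, by 0.32. Of 13 measured genes of sterol biosynthesis, 4 rose and 0 fell, or 10 and 0 adjusted over the list alone (camera, adjusted p = 2.68e-08, or adjusted p = 0.103 with an estimated correlation). Of goblet cell genes, the mucin glycosyltransferase GALNT12 rose by 0.42 and the secreted CLCA1 by 0.33. Of 14 goblet cell genes 2 rose and 0 fell, or 6 and 1 adjusted over the list alone (median 0.129, adjusted p = 0.000334, or adjusted p = 0.103 with an estimated correlation).

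REG3G, IL22 and GPX2 were measured by RT-qPCR in the paper, and their array values are given here, for REG3G those of the dimmest of its 3 clusters. In ETEC loops REG3G was lower in CA than in SA pigs by 0.60 on the log2 scale (exact permutation test, two-sided p = 0.0779, 6 pigs against 6), IL22 by 1.89 on the log2 scale (exact permutation test, two-sided p = 0.0584) and GPX2 by 0.67 on the log2 scale (exact permutation test, two-sided p = 0.0758), and none passed. Within the associations the rise of IL22 passed the test in SA (adjusted p = 0.000225) and not in CA pigs (adjusted p = 0.174), and the interaction did not pass limma's test (−2.52, adjusted p = 0.758). For REG3G the rises were 3.50 and 3.74 (interaction −0.24, adjusted p = 0.974) and for GPX2 1.82 and 2.21 (interaction −0.39, adjusted p = 0.919). The brighter REG3G values rose by 1.677 in CA and 1.535 in SA pigs, so their interaction had the other sign (0.142, limma, adjusted p = 0.974). In ETEC loops they differed between CA and SA by only -0.198 (limma, adjusted p = 0.729). The CA pigs include pig 4, whose ETEC loop hardly moved. It had the lowest REG3G in ETEC loops (dimmest cluster, 8.25) and the highest IL22 in CTRL loops (6.22) of the CA pigs, so these differences rest in part on this pig.

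All counts of regrouped pigs or loops in the next paragraph were chosen after the results had been seen. Loop labels were exchanged within pigs or pigs exchanged between the associations, and the count is of groupings with a result as large as the real one, which is included.

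Chance is unlikely to give the changes with ETEC, F4 and LAM in all pigs, as no other grouping drawn had as many. A share of 1 of 100 is the smallest that 100 drawn groupings can give. For ETEC 1 of 100 groupings was as large (6389, highest other 2), for F4 1 of 100 (391, highest other 7) and for LAM 1 of 100 (674, highest other 101). Within the associations 1 of 32 was as large each time, the smallest share that 6 pigs can give. With several comparisons this share does not exclude chance. The counts were those of ETEC in CA pigs (1389, highest other 984, with the loops of pig 4 exchanged), ETEC in SA pigs (4468, highest other 0), F4 in CA (29, highest other 0) and SA pigs (28, highest other 0), and LAM in CA (108, highest other 0) and SA pigs (55, highest other 0). Chance cannot be excluded for CA against SA over all loops, where 18 of 100 groupings gave as many (27, highest other 310). The grouping with 310 sets pigs 1 to 6 against pigs 7 to 12 and its cause was not tested. By transcripts at unadjusted p under 0.05, chance cannot be excluded for the responses of CA against SA to ETEC (8 of 100, 1803, highest other 2389), F4 (99 of 100, 821, highest other 2576) and LAM (100 of 100, 566, highest other 2732). The same holds for CA against SA in CTRL (86 of 100, 786, highest other 3018), ETEC (6 of 100, 2191, highest other 3272), F4 (83 of 100, 978, highest other 2837) and LAM loops (98 of 100, 690, highest other 2850).

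The first principal component held 23.6% of the variance, of which 83.9% lay between the perfusions, and the second 8.7%, of which 64.1% lay between pigs and 6.1% between associations. Complement and coagulation genes lay lower as a list by camera in LAM loops (39 genes, 0 up and 1 down, 0 and 2 adjusted over the list alone, median −0.033, adjusted p = 0.023, or adjusted p = 0.209 with an estimated correlation). By camera, immediate early genes lay lower as a list in the ETEC response of CA than of SA pigs (20 genes, 0 higher and 0 lower, 0 and 0 adjusted over the list alone, median −0.433, adjusted p = 1.15e-05, or adjusted p = 0.812 with an estimated correlation), as did ribosome assembly genes (47 genes, 0 higher and 0 lower, 0 and 0 adjusted over the list alone, median −0.223, adjusted p = 3.25e-08, or adjusted p = 0.812 with an estimated correlation). The ETEC loop of pig 4, a CA pig, hardly moved. With all pigs 20 lists differed in this way and without pig 4 8, both of these among them, and the rotation test on all pigs called 0.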
